# Transcription analysis of the responses of porcine heart to *Erysipelothrix rhusiopathiae*

**DOI:** 10.1371/journal.pone.0185548

**Published:** 2017-10-04

**Authors:** Chao Kang, Qiang Zhang, Weifeng Zhu, Chengzhi Cai, Xiaomei Sun, Meilin Jin

## Abstract

*Erysipelothrix rhusiopathiae* (*E*. *rhusiopathiae*) is the causative agent of swine erysipelas. This microbe has caused great economic losses in China and in other countries. In this study, high-throughput cDNA microarray assays were employed to evaluate the host responses of porcine heart to *E*. *rhusiopathiae* and to gain additional insights into its pathogenesis. A total of 394 DE transcripts were detected in the active virulent *E*. *rhusiopathiae* infection group compared with the PBS group at 4 days post-infection. Moreover, 262 transcripts were upregulated and 132 transcripts were downregulated. Differentially expressed genes were involved in many vital functional classes, including inflammatory and immune responses, signal transduction, apoptosis, transport, protein phosphorylation and dephosphorylation, metabolic processes, chemotaxis, cell adhesion, and innate immune responses. Pathway analysis demonstrated that the most significant pathways were Chemokine signaling pathway, NF-kappa B signaling pathway, TLR pathway, CAMs, systemic lupus erythematosus, chemokine signaling pathway, Cytokine–cytokine receptor interaction, PI3K-Akt signaling pathway, Phagosome, HTLV-I infection, Measles, Rheumatoid arthritis and natural-killer-cell-mediated cytotoxicity. The reliability of our microarray data was verified by performing quantitative real-time PCR. This study is the first to document the response of piglet heart to *E*. *rhusiopathiae* infection. The observed gene expression profile could help screen potential host agents that can reduce the prevalence of *E*. *rhusiopathiae*. The profile might also provide insights into the underlying pathological changes that occur in pigs infected with *E*. *rhusiopathiae*.

## Introduction

*Erysipelothrix rhusiopathiae* is generally regarded as an opportunistic pathogen that causes erysipelas in swine and other diseases in several mammalian and avian species[1]. This pathogen is also the causative agent of erysipeloid, which is a skin disease affecting humans[2]. *E*. *rhusiopathiae* mainly infects hosts via skin scratches or puncture wounds and penetrates the gastrointestinal tract via contaminated water or food intake[3]. In swine, *E*. *rhusiopathiae* is characterized by urticarial diamond-shaped lesions that can quickly progress to an acute septicemic infection or death. An acute infection usually leads to chronic erysipelas that involves self-sustaining, destructive pathological changes in heart valves and joints to induce endocarditis and arthritis, respectively[4]. Nevertheless, the prevention and control of swine erysipelas are often challenging because of its ubiquitous nature and high carrier rate in domestic and wild animals[5]. In China, swine erysipelas has been considered a common pathogenic bacterium since the 1980s. With widespread antibiotic use, this disease has almost disappeared. However, *E*. *rhusiopathiae* outbreak has occurred in the past three decades and has spread domestically in few farms and systemically in provincial areas. Since the recurrence of swine erysipelas as a clinical problem in pig populations, this disease has been classified as a re-emerging disease that has substantially contributed to economic losses in the swine industry.

In a previous study on the pathogenesis of *E*. *rhusiopathiae*, several virulence-associated factors, including a neuraminidase, hyaluronidase, a heat labile capsule, SpaA, and 66–64 kDa antigens, have been successfully identified[4,6,7,8]. However, the molecular mechanisms of *E*. *rhusiopathiae* on phagocytosis or immunity remain poorly understood.

Host–pathogen interactions have been examined in most pathogens to understand their pathogenicity[9,10], but *E*. *rhusiopathiae* has been rarely described. The response mechanism of porcine to *E*. *rhusiopathiae* infection has yet to be fully elucidated. Therefore, sufficient knowledge on the responses to *E*. *rhusiopathiae* infection in pigs should be obtained to enhance our understanding of this infection. This study aimed to perform a whole-genomic analysis of the transcriptional responses of a pig heart to virulent and avirulent strains and PBS by using Affymetrix Porcine Gene 1.0 ST Microarray, which contains 394,580 probes and 19,212 gene-level probe sets, and to elucidate the immune responses of hosts to *E*. *rhusiopathiae*.

## Material and methods

### Bacterial strains

In 2013, *E*. *rhusiopathiae* strain SE38 showing high virulence to pigs was isolated from the heart of a diseased piglet in Hubei Province, China. *E*. *rhusiopathiae* strain G4T10, which is an attenuated strain, did not elicit evident virulence to pigs.

### Animal infection and tissue collection

Experimental protocols were approved by the Laboratory Animal Monitoring Committee of Hubei Province and performed accordingly.

At 45 days of age, nine piglets obtained from a commercial herd free of *E*. *rhusiopathiae* disease were subjected to controlled laboratory conditions. These piglets were randomly divided into three groups with three individuals per group. Two groups of piglets were challenged intradermally with 5 × 10^8^ colony-forming units of SE38 strain and G4T10 strains, respectively, and the remaining piglets were used as controls challenged by an identical volume of PBS. Bacterial concentrations were determined through plate dilution on inoculum samples pre- and post-challenge. The administered doses were confirmed, and the viability of the challenge strains was retained during the challenge. The pigs were slaughtered at 4 days post-infection (dpi). Organs, namely, heart, lung, liver, spleen, kidney, and brain, of the pigs were examined through bacterial isolation and PCR. Heart samples were aseptically collected and immediately frozen in liquid nitrogen for subsequent RNA isolation. The remaining heart specimens from the SE38-infected pigs, G4T10-infected pigs and control pigs were fixed in 4% neutral buffered formalin, embedded in paraffin, and stained with hematoxylin and eosin (HE) to investigate their pathological damage.

### RNA preparation for microarray experiment

RNA was extracted from approximately 200 mg of each sample and purified by using an RNeasy mini kit (QIAGEN) following the manufacturer’s instruction. The integrity and quantity of RNA were assessed using an Agilent Bioanalyzer 2100. The quality of RNA was checked with formaldehyde denaturing gel electrophoresis in 1.2% agarose gels, which showed dispersed bands (28S and 18S) without any evident smearing patterns that would indicate degradation.

### Microarray hybridization and data analyses

RNA labeling and hybridization were conducted via a commercial Affymetrix array service. A 2 μg aliquot of total RNA was converted to double-stranded cDNA with a one-cycle cDNA synthesis kit (Affymetrix), and biotin-tagged cRNA was produced with an Affymetrix WT amplification kit and a GeneChip WT terminal labeling kit. The resulting biotagged cRNA was fragmented into strands of 35–200 bases in length in accordance with Affymetrix’s protocols. These strands were then hybridized to GeneChip Porcine Genome 1.0 ST Array. Hybridization was performed at 45°C with rotation for 16 h. GeneChip arrays were washed, stained with streptavidin phycoerythrin on an Affymetrix Fluidics Station 450, and scanned on GeneChip Scanner 3000. Nine microarrays corresponding to the RNAs from the hearts of three SE38-infected piglets and two other groups were used in the experiment.

Hybridization data were analyzed using GeneChip Operating software (GCOS 1.4). Raw expression data were normalized through robust multiarray averaging (RMA) with quantile normalization and then imported into GeneSpring 12.5 to detect the transcripts exhibiting consistent changes within the triplicates and the transcripts showing differential expression. These data were also analyzed through unpaired t-test to determine the differentially expressed transcripts in the three groups. Differentially expressed (DE) genes were identified on the basis of the changes in p-value calculated by 0.05 and the two-fold change as an empirical criterion among the highly pathogenic, avirulent strain, and PBS groups. The DE genes were subjected to hierarchical clustering (Ver.3.0) and TreeView (Ver.1.1.1) analysis. The genes with significant similarities to the transcripts in the nr database based on BLASTX searches were selected for Gene Ontology (GO) analysis with DAVID annotation (http://david.abcc.ncifcrf.gov/home.jsp). Annotation results were obtained by inputting a list of gene symbols as identifiers. The mRNA accession numbers were deposited to the National Center for Biotechnology Information (NCBI) and the latest annotation was obtained. Functional pathways (Kyoto Encyclopedia of Genes and Genomes [KEGG]) were examined by using the online DAVID analysis system. The DE genes in the porcine infected with SE38 or PBS were analyzed using STRING, a database of known and predicted protein interactions. Our microarray results were deposited to NCBI’S Gene Expression Omnibus (GEO) database, and the accession numbers are as follows: GSM2425704, GSM2425705, GSM2425706, GSM2425707, GSM2425708, GSM2425709, GSM2425710, GSM2425711, GSM2425713.

### Quantitative reverse-transcription PCR (qRT-PCR) analysis

qRT-PCR was performed to validate the data selected from the microarray experiments with SYBR green and to monitor the expression of a subset of genes over time.

Total RNA was extracted from the hearts of each group by using TRIzol, and 5 μg was included as a template for first-strand cDNA synthesis in a Superscript II cDNA amplification system (Invitrogen) in accordance with the manufacturer’s instructions. Glyceraldehyde-3-phosphate dehydrogenase(GAPDH) was used as an endogenous control. The specific primers used in the qRT-PCR assays are listed in Table 1. qRT-PCR was conducted in triplicate for all of the reactions by using a SYBR green detection system and an ABI 7900 HT sequence detection system. Relative standard curves for target and endogenous control primer pairs were obtained to verify comparable PCR efficiencies. Afterward, comparative (2^-ΔΔ^) Ct method was applied. Reaction specificity was confirmed by performing the Melt procedure at the end of amplification.

**Table 1:** Validation of microarray by qPCR.

Gene	Primer sequence 5’-3’	Accession	regulation	Microarray fold change	qPCR fold change
CCL2	F:GCAAGTGTCCTAAAGAAGCAGTGA	NM_214214	UP	6.5181713	14.8311899
	R:TGCTTGGGTTCTGCACAGATC				
TLR4	F:ACTTCCAGGTGGATGTTTCGA	NM_001113039	UP	3.7690496	8.382051197
	R:TTGATGCGCTAAGAGTTGAATTG				
TLR7	F:TTACCAGGGCAGCCAGTTCT	NM_001097434	UP	2.9303472	8.973114925
	R:TTGCATACTTGTCTGTCATCACAAA				
MYD88	F:ATCCTGCGGTTCATCACTGTCT	NM_001099923	UP	3.232283	6.330957307
	R:CAAGGCGAGTCCAGAACCA				
CD86	F:CACGGAACTCTACAATGTATCAATCA	NM_214222	UP	2.867575	7.23
	R:GACACAGACGATGCTCACATTTG				
CXCL10	F: CTGGCCCTGCTACTGACACT	NM_001008691	UP	11.846697	32.82090997
	R: GTCCCAAAGTGGAATGATCC				
HBB	F: GCTCCTGGGCAACGTGATAG	AK236946	down	11.830982	87.43645471
	R: CACATCCGGGTTGAAGTCATG				
CSRP3	F: CAAGACCTGTTTTCGCTGTG	NM_001172368	down	3.3533556	1.470776809
	R: CCAATACCTGTAGGGCCAAA				
ADRA1A	F: CGATGGAGTCTGTGAATGGAAA	NM_001123072	down	2.4406312	3.8621578
	R: TCTTTGGGCACCGTAATCCT				
GAPDH	F: TGCCGCCTGGAGAAACCT	XR_002343817	endogenous control		
	R: GCATCAAAAGTGGAAGAGTGAGTG				

## Results

### Clinical evaluation of infected pigs

The clinical signs and lesions of the *E*. *rhusiopathiae* disease were observed in the group inoculated with SE38, whereas no clinical signs were detected in the pigs inoculated with G4T10 or PBS. In the group challenged with SE38, two pigs manifested larger cutaneous lesions and diamond skin lesions appeared all over the body at 2 and 3 dpi, respectively. Concurrently, the remaining pig retained small skin lesions. These three pigs were found unconscious, with apocleisis and pyrexia (40°C–41°C). In the control group, three pigs remained clinically normal throughout the experiment and did not possess lesions. *E*. *rhusiopathiae* detected through bacterial isolation and PCR in different samples is shown in Table 2. The results indicated that *E*. *rhusiopathiae* could be detected in the heart of the three pigs challenged with *E*. *rhusiopathiae* strain SE38 but not in the brain. By contrast, the pigs inoculated with G4T10 or PBS could not be observed in either heart or brain. In a macroscopic view, the heart tissues from the SE38 group barely showed apparent damage. The heart tissues of the SE38-infected pigs manifested thrombus, endocarditis, myocardial necrosis, dilated intercellular spaces, and a large amount of infiltrating inflammatory cells. Conversely, the PBS- and G4T10-administered pigs did not show heart lesions(Fig 1).

**Fig 1:**
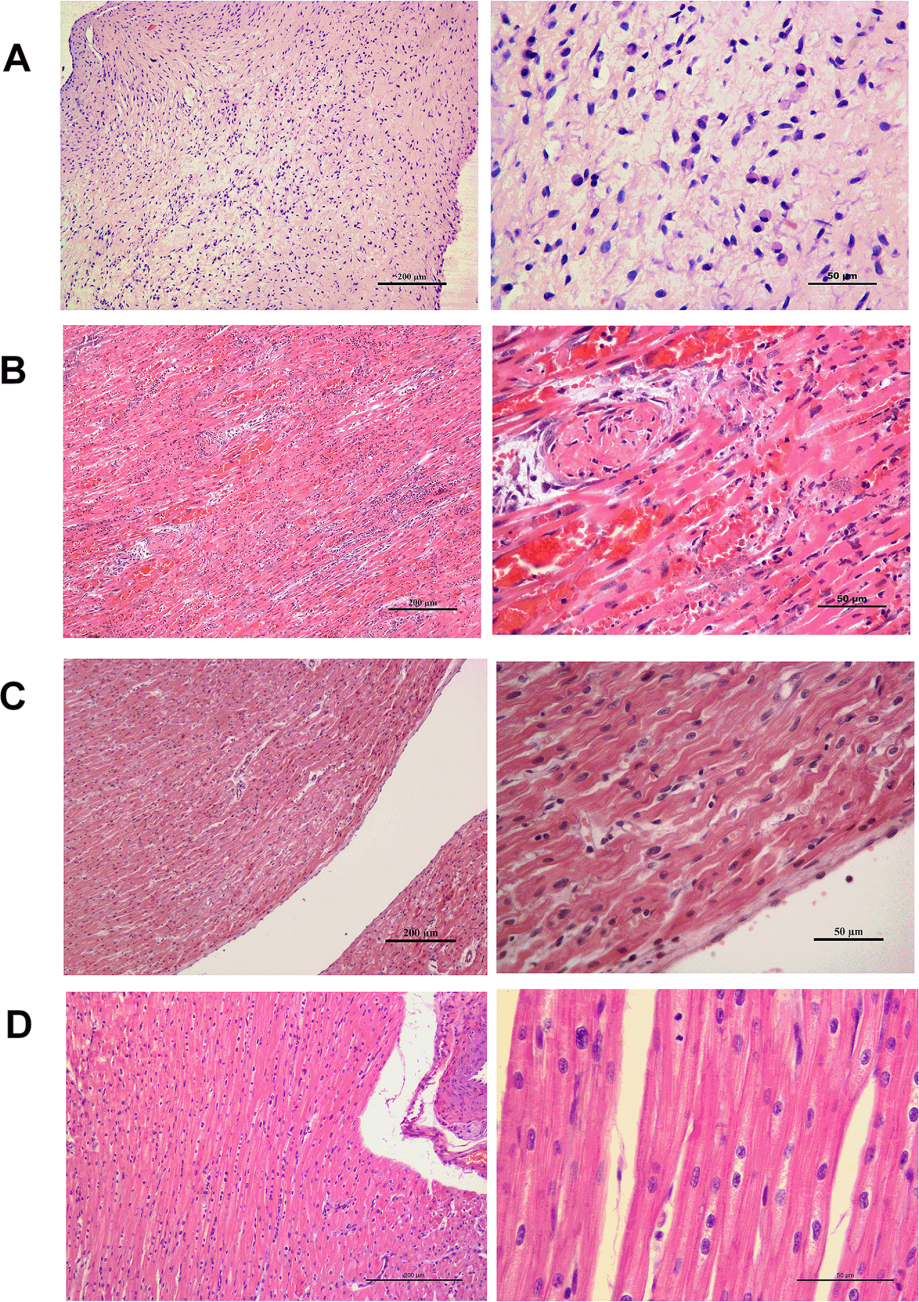
Representative histopathological photomicrograph of heart lesions in pigs infected with *E*. *rhusiopathiae* strain SE38, G4T10 and control. (A) Heart of a SE38-infected pig with endocarditis and neutrophil infiltration. (B) Thrombogenesis, myocardial necrosis, and inflammatory cell infiltration. (C) Heart of a G4T10-infected pig at 200 and 50μm. (D) PBS control at 200 and 50 μm.

**Table 2:** Results of culture and PCR analysis for three pigs challenged with *E*. *rhusiopathiae* presented as the number of positive pigs/total pig samples.

Samples	*E*.*rhusiopathiae* culture			PCR		
	SE38 group	G4T10 group	PBS group	SE38 group	G4T10 group	PBS group
Heart	3/3	0/3	0/3	3/3	0/3	0/3
Liver	1/3	0/3	0/3	2/3	0/3	0/3
Spleen	1/3	0/3	0/3	2/3	0/3	0/3
Lung	1/3	0/3	0/3	2/3	0/3	0/3
Kidney	3/3	0/3	0/3	3/3	0/3	0/3
Brain	0/3	0/3	0/3	0/3	0/3	0/3
Total site	9/18			12/18		
%positive	50			67.7		

### Gene expression alterations in heart tissues

To analyze the pathogenesis of *E*. *rhusiopathiae*, we challenged experimental pigs with *E*. *rhusiopathiae*. 

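The data are Affymetrix porcine gene arrays of heart RNA from 9 piglets, with 1 array per piglet and 3 piglets in each of the SE38, G4T10 and PBS groups. SE38 is the virulent strain of the study, G4T10 is the avirulent strain, and PBS is the buffer given to the control piglets. The piglets were 45 days old, the infected groups received 500000000 CFU, and the hearts were taken at 4 dpi. The authors deposited log2 values of 27558 probe sets. The paper names robust multiarray averaging with quantile normalization, but how each deposited array was processed is not shown. The median of the deposited values lay between 6.82 and 6.90 on 8 arrays and at 5.60 on array 32H-2 of the PBS group. This array was thus not on the common scale that a joint quantile normalization gives. The values were therefore quantile normalized again, to a median of 6.72 on each array. This had been planned as an alternative to the values as deposited, and it was made the leading setting after the medians, the first counts of DE transcripts and the lists of the paper's supplement had been seen. Counts from the values as deposited are given beside it. The arrays were grouped as in the Fig 2 legend, with 95H, 50H and 96H in the SE38 group, 98H, R-1-H and R-2-H in the G4T10 group, and 32H, 71H and 32H-2 in the PBS group. The labels of the deposited samples differ from the legend for all 9 arrays. They place 32H, 71H and 32H-2 in the SE38 group, 95H, 50H and 96H in the G4T10 group, and 98H, R-1-H and R-2-H in the PBS group, so each direction given for a group rests on the legend.
Comparisons came from a limma model with 1 mean per group over the 9 arrays, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. Of the probe sets, 13157 had 1 gene symbol in the annotation of the array, 523 had several and 13878 had none. Genes were named from the probe sets with 1 symbol, and the probe set with the highest mean stood for a gene with several. Gene lists were fixed before the deposited values were examined, but after the fold changes printed by the paper had been seen. Several hold genes that the paper names from these samples. The lists were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. The arrays 32H and 32H-2 share a number, although the legend states that each column is a separate piglet. Their values correlated at 0.970 across probe sets, which are not independent replicates, and those of 32H and 71H at 0.984. The number of arrays limits the precision of each value.

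**Figure D1:**
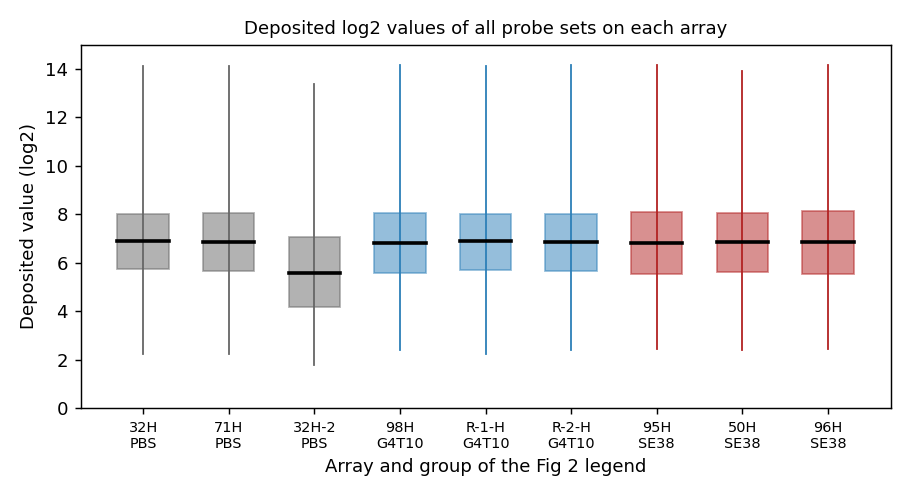
Deposited log2 values (y axis) of each of the 9 arrays (x axis, with the group of the Fig 2 legend). Lines run from the lowest to the highest value, boxes span the quartiles and black lines mark the median, which is 5.60 on 32H-2 and between 6.82 and 6.90 on the other 8 arrays.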

The DE gene expression profile of these hearts was determined. The genes with relative transcription levels of fold change (FC) ≥ 2 and p ≤ 0.05 were upregulated, and those with FC ≤ 0.5 and p ≤ 0.05 were downregulated. A total of 394 DE transcripts (p ≤ 0.05) were detected in the group with active *E*. *rhusiopathiae* infection compared with the group administered with PBS at 4 dpi (Fig 2A). Among these transcripts, 262 were upregulated and 132 were downregulated. 

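MS4A7, a membrane protein of macrophages, rose the most of the named genes in the SE38 group. It stood at 10.23 ± 1.20 (SD, n = 3) on the log2 scale in the SE38 group and 6.61 ± 0.25 (SD, n = 3) in the PBS group, a log2 fold change of 3.62 (standard error 0.46, adjusted p = 0.00523 from limma). SPP1, which encodes osteopontin, rose by 3.07 on the log2 scale (standard error 0.31), and TNC, the matrix protein tenascin C, rose by 2.83 (standard error 0.17). PDK4, a kinase that restrains glucose oxidation, had a log2 fold change of 3.07, and CHI3L1, a secreted glycoprotein of macrophages, had one of 2.80. TNFRSF11B, a decoy receptor of the TNF receptor family, rose by 2.79, and PLEK, a protein of platelets and leukocytes, rose by 2.68. Of the 20 measured macrophage and monocyte markers, 14 were higher and none was lower (16 higher when adjusted over the list alone), with a median log2 fold change of 1.10 (adjusted p = 0.00865 with an estimated correlation). Among them AIF1 was at 1.72, VSIG4 at 1.50 and TYROBP at 1.40.
The largest decrease was ranked among the called probe sets with 1 gene symbol and no overlap between the arrays of the groups. It was that of LOC100737768, a locus without a gene name, at -3.67 on the log2 scale (standard error 0.31, adjusted p = 0.00150 from limma). KCNIP2, a subunit of potassium channels of the heart, fell by 1.82 (standard error 0.25), and DHRS7C, an enzyme of the sarcoplasmic reticulum, fell by 1.62 (standard error 0.17). ADAM22, LNP1, NEB, PRLR, MYL1 and ALAS2 had log2 fold changes between -1.96 and -1.66. Of 23 cardiac ion channel and calcium handling genes, 2 were lower and none was higher (7 lower when adjusted over the list alone), at a median of -0.15 (adjusted p = 0.0189 with an estimated correlation), which was 0.18 with the values as deposited, where the median of all probe sets was 0.34. Of 33 oxidative phosphorylation genes, 5 were lower and none was higher (23 lower when adjusted over the list alone), at a median of -0.39, with COX6C at -0.68 and NDUFB9 at -0.64. Of 18 cardiomyocyte contractile genes, 2 were lower and none was higher (10 lower and 1 higher when adjusted over the list alone), at a median of -0.36. The lists of oxidative phosphorylation and contractile genes passed camera at the preset correlation and not otherwise (adjusted p = 0.0878 with an estimated correlation and adjusted p = 0.192 with an estimated correlation).
Over all probe sets, limma called 538 higher and 385 lower in the SE38 group, and 295 and 124 of these changed at least 2-fold. The arrays of the SE38 and PBS groups did not overlap for 22.7% of the probe sets, where chance gives 10%. The methods' t-test at the thresholds of the paper called 333 upregulated and 148 downregulated probe sets, and 2 after Benjamini-Hochberg adjustment. The count of 923 became 312 with the values as deposited, of which 301 were higher and 11 lower. It became 525 with 32H and 32H-2 averaged as 1 piglet, 229 without 71H, 343 without 95H, 404 without 32H-2, 415 without 96H, 554 without 32H and 592 without R-2-H. PLEK lost its call without 96H (adjusted p = 0.0572), 71H (adjusted p = 0.0677) or 32H-2 (adjusted p = 0.0554), NEB without 96H (adjusted p = 0.0588), 32H (adjusted p = 0.0804), 71H (adjusted p = 0.0639) or 32H-2 (adjusted p = 0.0881), and COX6C without 95H (adjusted p = 0.0597), 96H (adjusted p = 0.0557) or 71H (adjusted p = 0.0554). PDK4 lost its call without 95H, 96H, 98H, R-2-H, 32H, 71H or 32H-2 (adjusted p from 0.0540 to 0.120), CHI3L1 without any array other than 50H (adjusted p from 0.0610 to 0.137), PRLR without 95H, 50H, 96H, R-2-H, 32H or 32H-2 (adjusted p from 0.0642 to 0.142), MYL1 without 95H, 96H, R-1-H, R-2-H, 71H or 32H-2 (adjusted p from 0.0623 to 0.171), and NDUFB9 without any array other than R-2-H (adjusted p from 0.0505 to 0.137). With the values as deposited, ADAM22, LNP1, NEB, PRLR, MYL1, ALAS2, DHRS7C, COX6C and NDUFB9 lost their calls.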

Few transcripts were significantly and differentially expressed when the infected group was compared with the G4T10 and PBS groups. In particular, only 10 transcripts were upregulated and 120 transcripts were downregulated (Fig 2B).

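ACTG2, the gamma actin of smooth muscle, fell the most of the named genes in the G4T10 group. It stood at 4.21 ± 0.46 (SD, n = 3) on the log2 scale in the G4T10 group and 7.39 ± 0.52 (SD, n = 3) in the PBS group, a log2 fold change of -3.18 (standard error 0.37, adjusted p = 0.0159 from limma). It was the single gene called among 10 smooth muscle cell markers (6 lower when adjusted over the list alone), whose median was -0.53. Of 23 extracellular matrix genes and 10 heart stress genes none was called (0 and 2 lower when adjusted over the list alone), at medians of -0.43 and -0.46. NPPA, the atrial natriuretic peptide, was at -1.11 and did not pass (adjusted p = 0.143 from limma). Of 17 fatty acid oxidation genes, 33 oxidative phosphorylation genes and 7 B and plasma cell markers none was called (0 when adjusted over the list alone), at medians of 0.21, 0.12 and 0.22. Each of these lists passed camera at the preset correlation, and none did with an estimated correlation, where the smallest adjusted p among them was 0.291. Among the upregulated probe sets 2 had a gene symbol. LOC100157159, a locus without a gene name, had a log2 fold change of 1.97 (standard error 0.25, adjusted p = 0.0164 from limma), and P2RX5, a receptor for extracellular ATP that was chosen after its values were seen, had one of 0.73.
Over all probe sets, limma called 5 higher and 80 lower in the G4T10 group, and 3 and 64 of these changed at least 2-fold. At an unadjusted p under 0.05, 1030 were higher and 1176 lower, and the arrays of the G4T10 and PBS groups did not overlap for 13.2% of the probe sets, where chance gives 10%. The methods' t-test at the thresholds of the paper called 17 upregulated and 145 downregulated probe sets, and 0 after Benjamini-Hochberg adjustment. The count of 85 by limma became 1 with the values as deposited, 0 without R-1-H, 2 without R-2-H, 4 without 32H-2 and 6 without 71H. ACTG2 lost its call without R-1-H (adjusted p = 0.0775), R-2-H (adjusted p = 0.0729) or 32H-2 (adjusted p = 0.0853). LOC100157159 lost its call without R-1-H (adjusted p = 0.0775), R-2-H (adjusted p = 0.0944), 71H (adjusted p = 0.0953) or 32H-2 (adjusted p = 0.0853), P2RX5 without any array other than 98H (adjusted p from 0.0568 to 0.167), and both lost it with the values as deposited.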

**Fig 2:**
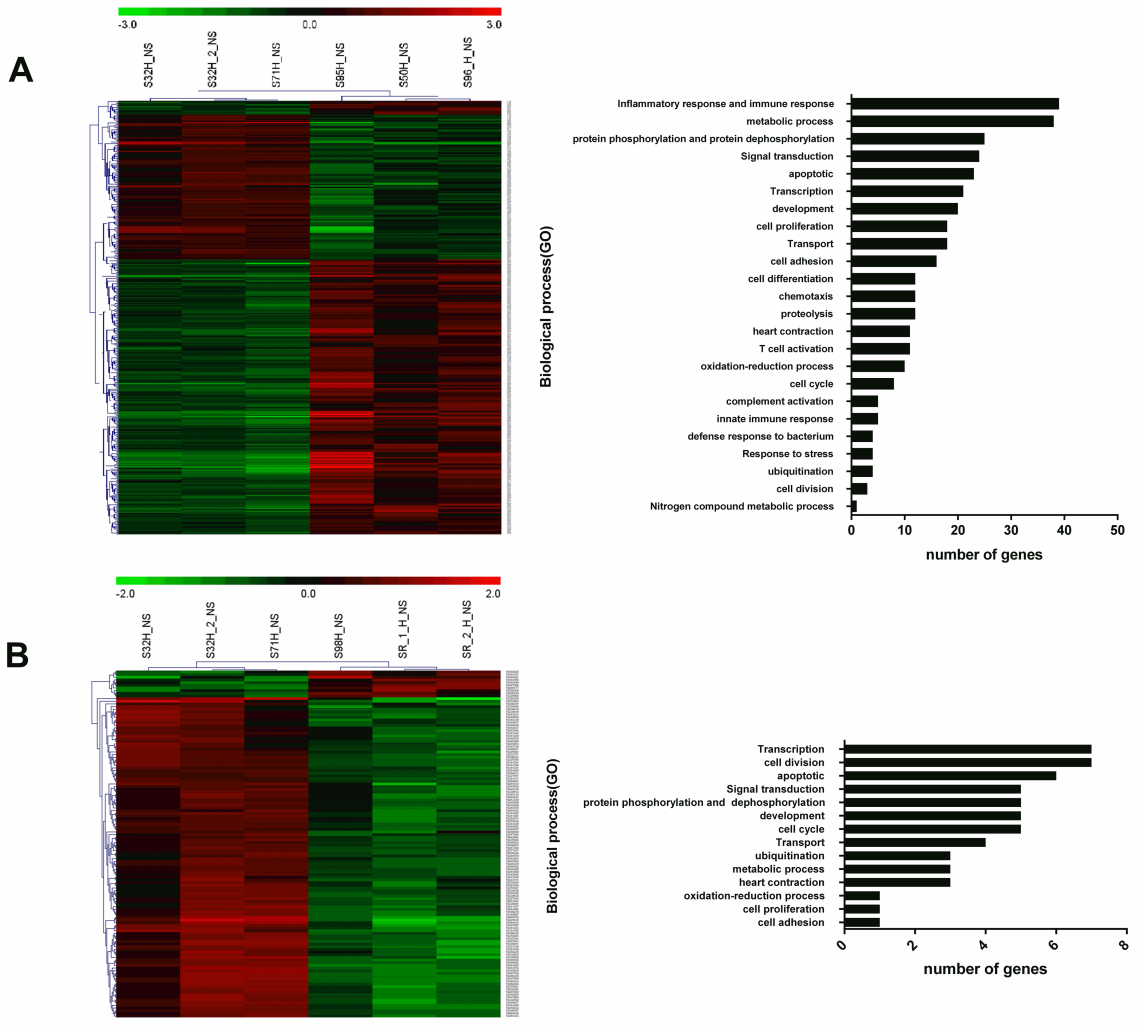
Clustering and characterization of the differential expression of genes. (A) SE38 group vs. PBS group. S95H_NS, S50H_NS and S96_H_NS belong to SE38 group; S32H_NS, S32H_2_NS and S71H_NS belong to PBS group. DE genes that showed clear functional annotation at 4 dpi between the SE38 and PBS groups were selected for cluster analysis as described in methods. At 4 dpi, a set of 262 genes were upregulated and the remaining 132 genes were downregulated. (B) G4T10 group vs. PBS group. S98H_NS, SR_1_H_NS and SR_2_H_NS belong to G4T10 group; S32H_NS, S32H_2_NS and S71H_NS belong to PBS group. Each row represents a separate gene and each column represents a separate piglet. Red indicates the increased gene expression levels; green denotes the decreased levels compared with normal samples.

### Validation of microarray data by quantitative real-time PCR (qPCR)

qPCR analysis was performed to validate the statistical significance of the DE genes identified from microarray experiments. Six remarkably upregulated genes and three downregulated genes were selected for qRT-PCR analysis and amplified from the SE38-infected and control samples. The expression level of the selected upregulated genes was higher in the SE38-infected samples than in the control samples (Table 1). This result indicated that the variation trends of these nine selected genes were consistent in qRT-PCR and microarray. Therefore, the microarray analysis performed in this study was reliable.

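On the arrays, CXCL10, CCL2, TLR4, TLR7, MYD88 and CD86 were all higher in the SE38 group than in the PBS group, with each SE38 array above each PBS array. CD86, a costimulatory molecule of antigen-presenting cells, stood at 8.26 ± 0.27 (SD, n = 3) on the log2 scale in the SE38 group and 6.62 ± 0.07 (SD, n = 3) in the PBS group, a log2 fold change of 1.63 (standard error 0.17, adjusted p = 0.00253 from limma). HBB, the beta chain of hemoglobin, stood at 4.34 ± 0.55 (SD, n = 3) in the SE38 group and 6.42 ± 0.30 (SD, n = 3) in the PBS group. It fell by 2.08 on the log2 scale (standard error 0.26, adjusted p = 0.00523 from limma), a 4.24-fold decrease. ADRA1A, an adrenergic receptor, had a log2 fold change of -1.39 (standard error 0.35) that did not pass (adjusted p = 0.0668 from limma), although each SE38 array lay below each PBS array and the gene passed the methods' t-test at the thresholds of the paper. CSRP3, a protein of the cardiac sarcomere, has 2 probe sets, with log2 fold changes of -0.68 and -1.75, and neither passed (adjusted p = 0.316 and adjusted p = 0.0920 from limma). The brighter of them was at 11.46 ± 0.79 (SD, n = 3) in the SE38 group and 12.14 ± 0.24 (SD, n = 3) in the PBS group. GAPDH, the endogenous control of the qPCR, was at 13.38 ± 0.05 (SD, n = 3) in the SE38 group and 13.40 ± 0.07 (SD, n = 3) in the PBS group, a log2 fold change of -0.02 (standard error 0.11, adjusted p = 0.950 from limma).

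**Figure D2:**
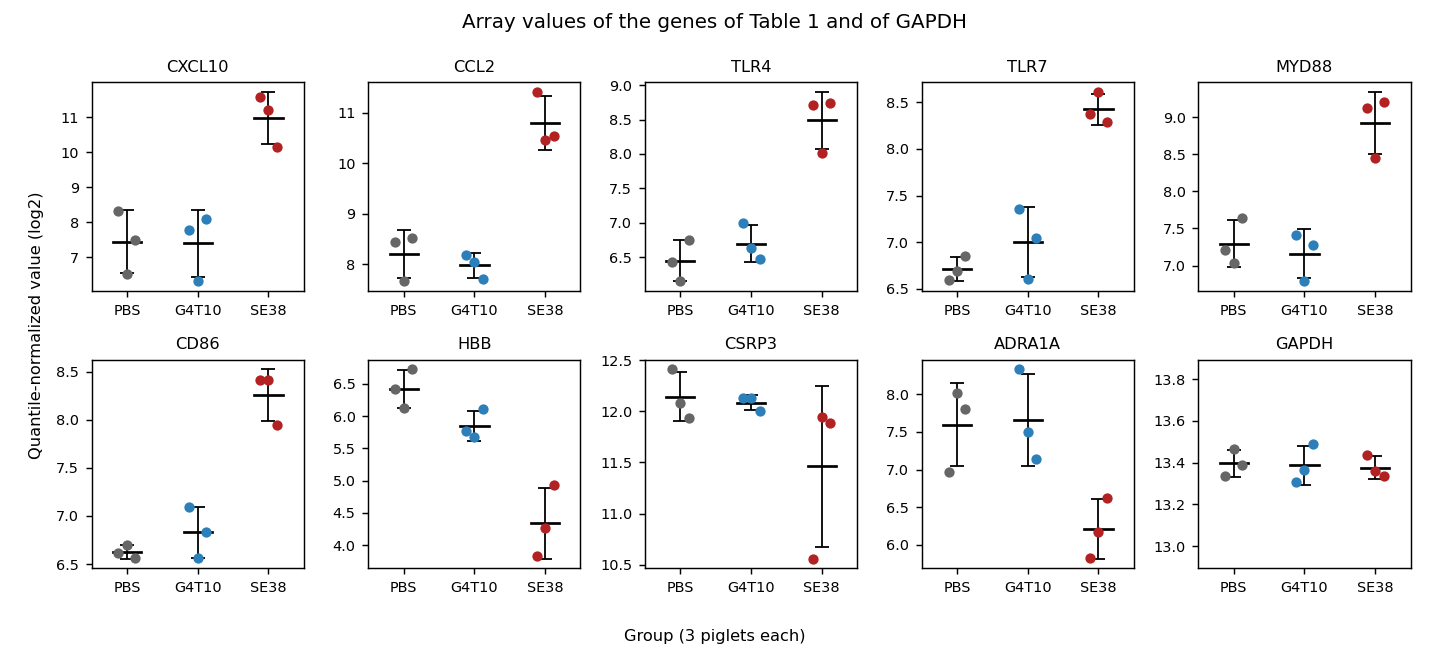
Quantile-normalized log2 values (y axis, on a scale of its own in each panel) of the genes of Table 1 and of GAPDH in each group (x axis). Each point is the array of 1 piglet, and lines and bars give the mean and SD of 3 arrays, such as 4.34 ± 0.55 in the SE38 group and 6.42 ± 0.30 in the PBS group for HBB.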

### Analysis of DE genes by gene ontology(GO)

Of the 394 unique DE transcripts, 272 could be determined on the basis of BLASTX searches and annotated with DAVID or a search in the GenBank database. Among these transcripts, 199 unique genes were obtained and grouped into 24 categories based on biological process GO terms or potential biological process classification reported in recent publications. At 4 dpi, the DE genes were mainly clustered into the following functional groups: inflammatory response and immune response (e.g., TNF, TLR4, CCL2, CCL4, CXCL10, and MYD88); signal transduction (e.g., STAT2, CD48, TLR7, ARHGAP30, FCER1G, and TNFRSF11B); apoptosis (e.g., CASP1, CTSH, STAT1, and JAK3); transport (e.g., HBB, SCN7A, KCNA5, TCN1, and SLC15A3); protein phosphorylation and protein dephosphorylation; metabolic process; chemotaxis; cell adhesion; and innate immune response (Fig 2A).

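FCER1G, the gamma chain of the Fc receptors, stood at 9.52 ± 0.26 (SD, n = 3) on the log2 scale in the SE38 group and 7.54 ± 0.19 (SD, n = 3) in the PBS group, a log2 fold change of 1.98 (standard error 0.18, adjusted p = 0.00173 from limma). In the apoptosis group, the lysosomal protease CTSH rose by 1.99 on the log2 scale (standard error 0.20), the inflammasome protease CASP1 by 1.66 (standard error 0.20), and JAK3, a kinase of cytokine receptors, by 1.17 (standard error 0.11). Of 12 genes of a list of apoptosis genes not drawn from the study, 2 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone), at a median of 0.33 (adjusted p = 0.0878 with an estimated correlation). Of the transport genes, the sodium channel SCN7A fell by 1.24 (standard error 0.29, adjusted p = 0.0472 from limma), and SLC15A3, a histidine transporter of lysosomes, rose by 0.95 (standard error 0.18). KCNA5, a potassium channel, was at -1.05 (adjusted p = 0.118 from limma) and STAT2, a signal transducer of interferon, at 0.97 (adjusted p = 0.122 from limma), and neither passed. CD48 and TCN1 are unnamed in the annotation used, so no value is given for them. SCN7A lost its call without any array other than 71H (adjusted p from 0.0522 to 0.165) and SLC15A3 without 95H (adjusted p = 0.0658), 32H (adjusted p = 0.0670) or 32H-2 (adjusted p = 0.0763), and both lost it with the values as deposited.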

The upregulated expression of these genes associated with inflammatory response and immune response suggested the occure of an inflammatory response in *E*. *rhusiopathiae* infection. The pathological heart section also revealed the inflammatory and immune responses of the pigs. In these genes, CXCL10 was upregulated by more than tenfold. 

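CXCL10, a chemokine induced by interferon, stood at 10.99 ± 0.74 (SD, n = 3) on the log2 scale in the SE38 group and 7.45 ± 0.90 (SD, n = 3) in the PBS group, a log2 fold change of 3.54 (standard error 0.56, adjusted p = 0.0128 from limma) and a 11.6-fold increase. It belongs to a list of interferon-stimulated genes, of which 28 were measured. All 28 had a positive log2 fold change, with a median of 1.29, and 4 were called higher (18 when adjusted over the list alone). The others called were PARP14, an ADP-ribosyltransferase, at 1.67, the guanylate-binding protein GBP1 at 1.54, and the transcription factor IRF1 at 1.08. The SE38 piglets differed in these genes. The median deviation of the list from the mean of the 9 arrays was 1.80 on 50H, 0.56 on 95H and -0.02 on 96H. The list passed camera at the preset correlation and not otherwise (adjusted p = 0.149 with an estimated correlation). CXCL10 lost its call without 95H (adjusted p = 0.0509) or 71H (adjusted p = 0.0543), GBP1 without 71H (adjusted p = 0.0544), PARP14 without 95H, 50H, R-2-H, 71H or 32H-2 (adjusted p from 0.0553 to 0.106), and IRF1 with the values as deposited.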

Five genes, namely, IGJ, C3, CCL2, CCL23, and CD180, were upregulated by more than fivefold.

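JCHAIN, the current symbol of IGJ, encodes the joining chain of secreted antibodies. It stood at 9.13 ± 0.79 (SD, n = 3) on the log2 scale in the SE38 group and 6.28 ± 0.46 (SD, n = 3) in the PBS group, a log2 fold change of 2.85 (standard error 0.37, adjusted p = 0.00523 from limma) and a 7.22-fold increase. CCL2, a chemokine that attracts monocytes, rose by 2.59 on the log2 scale (standard error 0.30), a 6.04-fold increase. CD180, a receptor of B cells related to the TLRs, rose by 2.55 (standard error 0.24), a 5.86-fold increase. All 3 genes kept the call whichever array was left out. JCHAIN was the single gene called among 7 B and plasma cell markers (1 when adjusted over the list alone), whose median was 0.15 (adjusted p = 0.115 with an estimated correlation). C3 and CCL23 are unnamed in the annotation used.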

Cell adhesion molecules (CAMs) are implicated in the regulation of various fundamental cellular processes. In this study, CAMs can be further divided into the following three groups on the basis of the GO analysis of the microarray data: IgSF CAMs (ICAM-1 and vascular cell adhesion molecule-1 [VCAM-1]), integrins (ITGB6 and ITGAL), and selectins (SELE and SELL). ICAM-1, VCAM-1, ITGAL, SELE and SELL are upregulated, and ITGB6 is downregulated.

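VCAM1, an adhesion molecule of activated endothelium, stood at 9.99 ± 0.31 (SD, n = 3) on the log2 scale in the SE38 group and 8.53 ± 0.12 (SD, n = 3) in the PBS group, a log2 fold change of 1.46 (standard error 0.21, adjusted p = 0.00820 from limma). ICAM1, the endothelial ligand of leukocyte integrins, rose by 1.59 on the log2 scale (standard error 0.26), and the endothelial selectin SELE rose by 1.67 (standard error 0.25). ITGAL, the alpha chain of the leukocyte integrin that binds ICAM-1, rose by 1.71 (standard error 0.30). ITGB6, an integrin chain of epithelia, fell by 1.11 (standard error 0.14, adjusted p = 0.00533 from limma). ICAM1 lost its call without 96H (adjusted p = 0.0505), 71H (adjusted p = 0.0677) or 32H-2 (adjusted p = 0.0516), ITGAL without 71H (adjusted p = 0.0800) or 32H-2 (adjusted p = 0.0642), and ITGB6 with the values as deposited.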

In the G4T10 and PBS groups, 58 DE transcripts could be determined through BLASTX search and DAVID annotations or GenBank search. These DE transcripts were grouped into 14 categories based on biological process. 

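In the G4T10 group, CXCL10 had a log2 fold change of -0.05 against the PBS group (standard error 0.56), CCL2 of -0.22 (standard error 0.30), TLR4 of 0.25 (standard error 0.23) and MYD88 of -0.13 (standard error 0.25). None of these inflammatory genes passed, with adjusted p from 0.811 to 0.992 from limma. Over 15 lists of immune genes, which hold 235 measured genes, limma called 0 higher and 0 lower, and 136 of the 235 had a positive log2 fold change. Medians were 0.15 for 20 macrophage and monocyte markers, -0.09 for 28 interferon-stimulated genes, 0.07 for 27 chemokine ligands and 0.24 for 9 Toll-like receptors (0 higher and 0 lower in each when adjusted over the list alone). A p that misses the threshold with 3 arrays per group does not show that the groups were alike.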

No DE transcript was found responsible for inflammatory and immune responses. These DE transcripts mainly focused on transcription, cell division, and apoptosis (Fig 2B).

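Genes of cell division fell in the G4T10 group. TOP2A, the topoisomerase of chromosome segregation, stood at 6.51 ± 0.37 (SD, n = 3) on the log2 scale in the G4T10 group and 8.69 ± 0.34 (SD, n = 3) in the PBS group, a log2 fold change of -2.18 (standard error 0.24, adjusted p = 0.0159 from limma). The kinetochore protein CENPF fell by 1.99 on the log2 scale, the mitotic kinesins KIF23 and KIF11 fell by 1.97 and fell by 1.95, and CDC20, an activator of the anaphase-promoting complex, fell by 1.47. PTTG1, which encodes securin, was at -1.25 and did not pass (adjusted p = 0.0504 from limma). Of 24 measured mitosis genes, 16 were lower and none was higher (24 lower when adjusted over the list alone), at a median of -1.61. Of 11 DNA replication genes none was called (7 lower when adjusted over the list alone), at a median of -0.43. Both lists passed camera at the preset correlation and not otherwise (adjusted p = 0.190 with an estimated correlation for each). Of 12 apoptosis genes none was called (0 when adjusted over the list alone), at a median of 0.01. TOP2A, CENPF, KIF23, KIF11 and CDC20 each lost the call without R-1-H, R-2-H, 71H or 32H-2, with adjusted p from 0.0700 to 0.111 in those fits, and with the values as deposited.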

### Pathway analysis

The DE genes were subjected to pathway mapping according to DAVID database to gain insights into different biological processes associated with *E*. *rhusiopathiae* infection, and *Sus scrofa* was selected as our background. At 4 dpi, the predominant pathways included the Chemokine signaling pathway, NF-kappa B signaling pathway, TLR pathway, CAMs, Cytokine–cytokine receptor interaction, PI3K-Akt signaling pathway, Phagosome, HTLV-I infection, Measles, Rheumatoid arthritis, systemic lupus erythematosus, and natural-killer-cell-mediated cytotoxicity. 

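Of the 13 measured genes that Table 3 lists for the NF-kappa B pathway, all 13 were higher in the SE38 group than in the PBS group (13 when adjusted over the list alone), at a median log2 fold change of 1.50. Of 11 genes of the chemokine pathway, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone), at a median of 1.38. Of 12 genes of the PI3K-Akt pathway, 8 were higher and 3 lower (9 and 3 when adjusted over the list alone), at a median of 1.58. The study chose the members of these lists on these samples, so their counts are not independent evidence. All 15 lists drawn from the study passed camera at the preset correlation, and 13 did with an estimated correlation, whereas the PI3K-Akt list did not (adjusted p = 0.0878 with an estimated correlation). Of 34 other lists, 20 were higher and 6 lower in the SE38 group by camera, and 7 of these held with an estimated correlation. Those were the macrophage and monocyte markers, cardiac ion channel and calcium handling genes, Toll-like receptors, Toll-like receptor signalling genes, leukocyte adhesion genes, chemokine ligands and MHC class I pathway genes. Each of them holds genes that the paper names from these samples, such as CD14, SCN7A, TLR4, MYD88, ICAM-1, CCL2 and TAP1. They are therefore not wholly independent of the study.

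**Figure D3:**
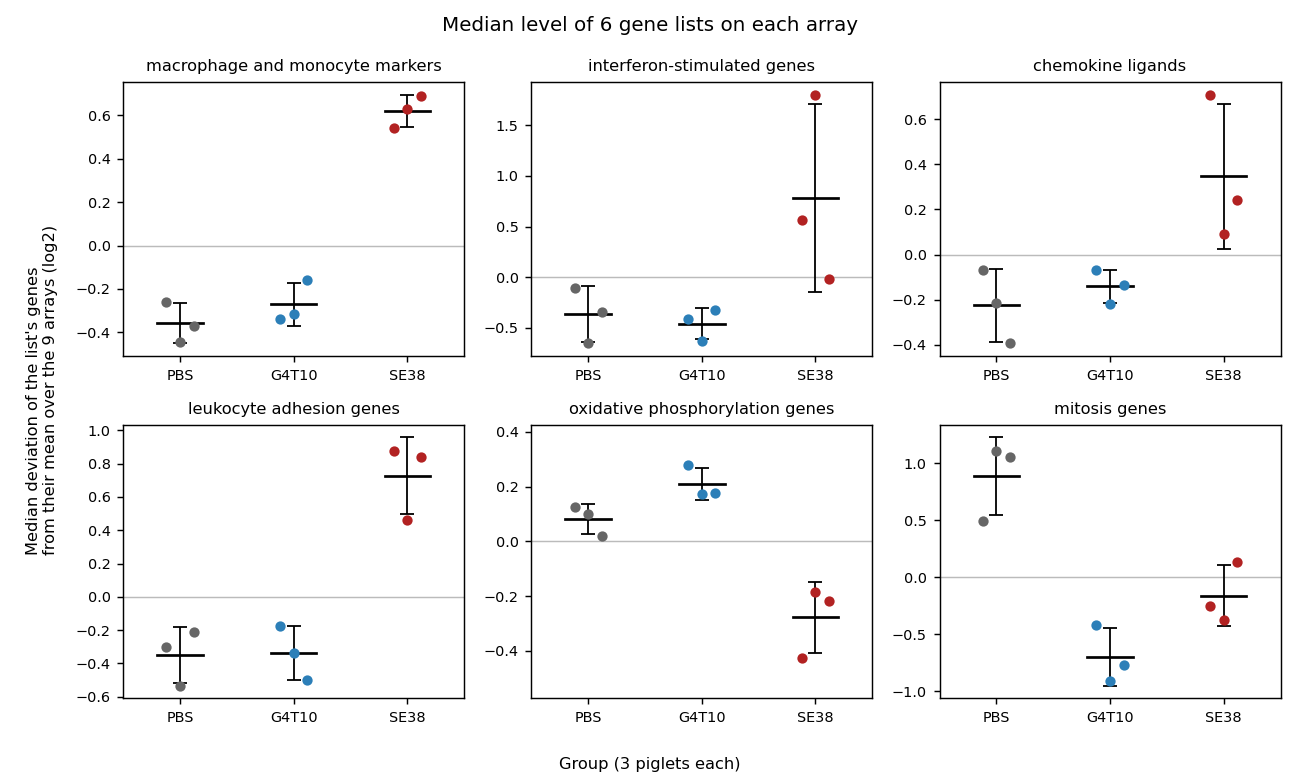
Median deviation of the genes of 6 lists from their mean over the 9 arrays (y axis, log2 scale) in each group (x axis). Each point is the array of 1 piglet, such as 1.80 for 50H and -0.02 for 96H among the interferon-stimulated genes.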

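Of 9 measured Toll-like receptor genes, 3 were higher in the SE38 group than in the PBS group and none was lower (5 higher when adjusted over the list alone), at a median log2 fold change of 0.70 (adjusted p = 0.0214 with an estimated correlation). They were TLR4, TLR7 and TLR2. TLR2, a receptor for bacterial lipoproteins, stood at 8.29 ± 0.17 (SD, n = 3) on the log2 scale in the SE38 group and 7.19 ± 0.32 (SD, n = 3) in the PBS group, a log2 fold change of 1.10 (standard error 0.18, adjusted p = 0.0140 from limma). A dimmer probe set of TLR2 was at 0.35 and did not pass (adjusted p = 0.566 from limma). Of 25 genes that act with or downstream of the receptors, 6 were higher and none was lower (16 higher when adjusted over the list alone), at a median of 0.48 (adjusted p = 0.0216 with an estimated correlation). All 13 measured genes of the TLR pathway of Table 3 were higher (13 when adjusted over the list alone), at a median of 1.63, but the study chose them on these samples. TLR2 lost its call without 95H (adjusted p = 0.0555) and with the values as deposited.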

The TLR signaling pathway plays a major role in SE38 *E*. *rhusiopathiae* infection. These pathway-related genes significantly differ in the G4T10 group. These results also suggested that the host could activate its immune and inflammatory responses against a pathogenic infection through different strategies at 4 dpi (Table 3).

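A direct comparison of the SE38 group with the G4T10 group tests the difference between the strains. CXCL10 was higher in the SE38 group by 3.58 on the log2 scale (standard error 0.56, adjusted p = 0.0113 from limma), TNC by 3.27 (standard error 0.17), CCL2 by 2.82 (standard error 0.30), and MX1, a GTPase induced by interferon, by 2.50 (standard error 0.52). TLR4 stood at 6.70 ± 0.27 (SD, n = 3) in the G4T10 group, with a log2 fold change of 1.79 (standard error 0.23, adjusted p = 0.00616 from limma). TLR7 differed by 1.43 and MYD88 by 1.76. Of 20 macrophage and monocyte markers 11 were higher and none was lower (14 higher when adjusted over the list alone), at a median of 0.99, with AIF1 at 1.71. Of 27 chemokine ligands 5 were higher and none was lower (13 higher when adjusted over the list alone), at a median of 0.55. Of 9 Toll-like receptors 2 were higher and none was lower (3 higher when adjusted over the list alone), at a median of 0.47. These lists held with an estimated correlation (adjusted p = 0.00957, adjusted p = 0.0454 and adjusted p = 0.0283). Each of them holds genes that the paper names from these samples, such as CD14, CCL2 and TLR4, so they are not wholly independent of the study.
Over all probe sets, limma called 654 higher and 368 lower in the SE38 group than in the G4T10 group, and 322 and 76 of these differed at least 2-fold. With the values as deposited 59 were higher and 4 lower. The count of 1022 became 267 without R-2-H, 271 without R-1-H, 392 without 96H and 451 without 95H. MX1 lost its call without 95H, 50H, 98H, R-1-H or R-2-H (adjusted p from 0.0553 to 0.107), and TLR7 and AIF1 lost theirs with the values as deposited. From these pathways, the paper proposes that the host could activate immune and inflammatory responses through different strategies at 4 dpi.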

**Table 3:** DE genes analysis base on KEGG in SE38 and PBS group.

pathway name	Number	Gene
Chemokine signaling pathway	15	CCL2, LYN, CCR1, CCL8, CCL19, STAT1, CCL4, VAV1, STAT3, STAT2, CXCL10, PLCB4, CCL23, GNG10, JAK3
NF-kappa B signaling pathway	14	BTK,CCL19,CCL4,CD14,CD40,LYN,ICAM-1,LY96,MYD88,TLR4,TNF,TNFAIP3,TNFSF13B,VCAM1
Toll-like receptor signaling pathway	14	CCL4,CD14,CD40,CD80,CD86,CXCL10,MAP3K8,IRF5_tv1,LY96,MYD88,SPP1,TLR4,TLR7,TNF
Cytokine-cytokine receptor interaction	13	TNF, CCL2, OSMR, CCR1, CCL8, CCL19, CD40, CCL4, CXCL10, TNFRSF11B, PRLR, TNFSF13B, IL2RG
PI3K-Akt signaling pathway	12	PRLR, OSMR, TNC, GNG10, ITGB6, PIK3AP1, IL2RG, TLR4, ANGPT1, ITGA4, JAK3, SPP1
Phagosome	11	MRC1, MSR1, NCF2, TUBB2B, FCGR2B, C3, TAP1, TLR4, CTSS, GP91-PHOX, CD14
HTLV-I infection	11	VCAM1, ITGAL, EGR2, TNF, ETS2, SPI1, IL2RG, CDC20, JAK3, PTTG1, CD40
Cell adhesion molecules (CAMs)	10	CD40,CD80,CD86,ICAM-1,ITGA4,ITGAL,PTPRC,PVR, SELL,VCAM1
Measles	10	MYD88, FCGR2B, IL2RG, TLR4, JAK3, TNFAIP3, STAT1, TLR7, STAT3, STAT2
Rheumatoid arthritis	9	ANGPT1,CCL2,CD80,CD86,ICAM-1,ITGAL,TLR4,TNF, TNFSF13B
Staphylococcus aureus infection	8	C1QA,C1R,C4,CFB,FCGR2B,ICAM-1,ITGAL,MASP1
Natural killer cell mediated cytotoxicity	8	CD48, ITGAL, TNF, FCER1G, VAV1, TYROBP, PRKCB, LCP2
Complement and coagulation cascades	7	C1QA,C1R,C4,CFB,PLAUR,F13A1,MASP1
Systemic lupus erythematosus	7	C1QA,C1R,C4,CD40,CD80,CD86,TNF

### STRING analysis of the relationships between DE genes

STRING is a web-based interface that can predict protein associations with direct binding or indirect interaction, such as participation in the same metabolic pathway or cellular process, through genomic context, high-throughput experiments, co-expression, and literature data (http://string.embl.de). In our study, the DE genes were analyzed by using STRING to predict the network of the proteins encoded by these genes. Among the 394 annotated DE genes, 280, including 195 upregulated genes and 85 downregulated genes, were eligible for STRING analyses when *Sus scrofa* database was chosen. A combined score of 0.400 was selected to search for the possible associations among the DE genes. The network of the predicted associations for the DE-gene-encoded proteins are shown in Fig 3A. STRING analysis demonstrated that some molecules were key to linking with other proteins. The results indicated that genes CCL4, CD14, CD40, LY96, MYD88, TLR4, TLR7,TNF belong to many signaling pathways and other inflammatory or immune response. However, many of the proteins were not linked to other proteins. Thus, their functions were unrelated or unknown. 

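BTK, a kinase of B cells and myeloid cells, stood at 7.22 ± 0.54 (SD, n = 3) on the log2 scale in the SE38 group and 5.55 ± 0.16 (SD, n = 3) in the PBS group, a log2 fold change of 1.66 (standard error 0.26, adjusted p = 0.0118 from limma). CD40, a costimulatory receptor of antigen-presenting cells, rose by 1.32 on the log2 scale (standard error 0.19), and STAT3, a transcription factor of cytokine signaling, rose by 1.06 (standard error 0.14). They belong to the TLR4 network of Fig 3B, of which 8 genes were measured and named. All 8 were higher in the SE38 group (8 when adjusted over the list alone), at a median of 1.56 (adjusted p = 0.0170 with an estimated correlation), but the study chose them on these samples. LYN and CCR1 are unnamed in the annotation used. BTK lost its call without 71H (adjusted p = 0.0570).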

In Fig 3B, 10 proteins encoded by the upregulated DE genes were associated with the TLR4 signaling pathway according to texting evidence.

**Fig 3:**
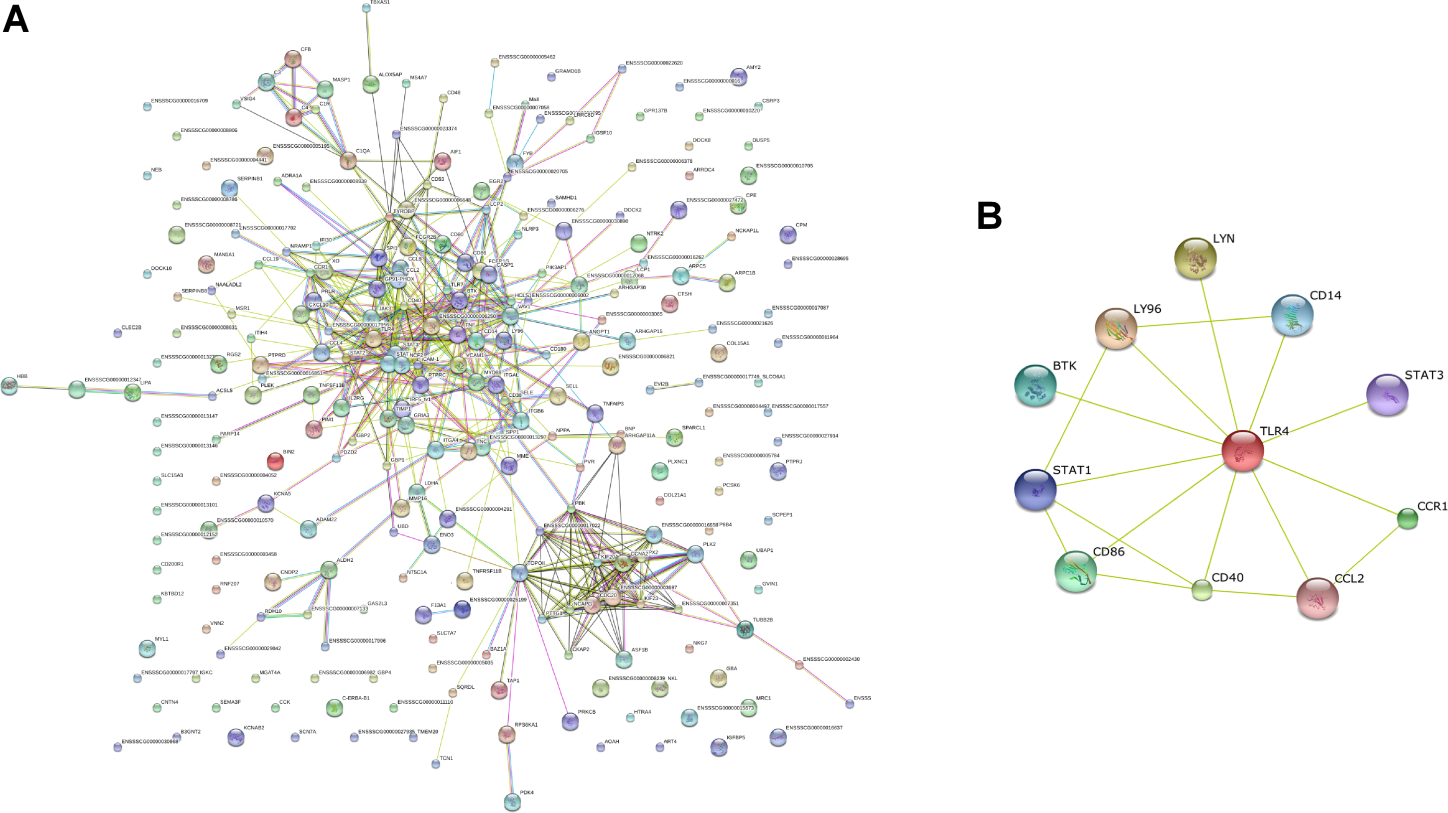
STRING analysis of the relationship between DE genes. (A) the DE genes in piglets infected ER were analyzed using STRING database. (B) the network of DE genes related to TLR4.

## Discussion

Swine erysipelas was widespread in China 20 years ago but was subsequently controlled because of vaccine and antibiotic use. However, *E*. *rhusiopathiae* infection has recurred as a serious clinical problem in pig populations in China. The molecular mechanisms of host factors involved in the pathogenesis of *E*. *rhusiopathiae* infection have yet to be established because of the lack of comprehensive information about host responses. A key symptom caused by *E*. *rhusiopathiae* infection involves destructive pathological changes in heart valves and endocarditis[11]. Hence, a genomic expression analysis was performed in our study to obtain global information regarding host responses in the heart of infected pigs. This study is the first to report the use of GeneChip Porcine Genome Array for the investigation of transcriptional responses to *E*. *rhusiopathiae* infection. Our clinical and pathological findings were consistent with previous results[5]. Nevertheless, our unique immunological data help explain the temporary clinical signs and severe pathological changes associated with the disease. GO, KEGG-pathway, and STRING analyses suggested that these DE genes belonged to various functional categories and signal pathways.

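The log2 fold changes against the PBS group had an SD across probe sets of 0.26 for the G4T10 group and 0.37 for the SE38 group. Of the 85 probe sets called in the G4T10 group, 84 had the same sign in the SE38 group, and 38 were called in both. These were 2 higher and 36 lower probe sets, where independent lists of these sizes would share 0.0976 and 1.12. Both comparisons use the same PBS arrays, which alone makes their log2 fold changes correlate. These arrays can also raise the 84 with the same sign and the 38 called in both, by an amount that was not measured. The correlation was 0.410 across probe sets, which are not independent replicates, and 0.500 in simulated groups without a change. The covariance was 0.0393 against 0.0189 simulated, and 65.2% of the probe sets had the same sign against 66.6% simulated. The simulation gave every array the same spread, although 32H-2 of the PBS group had the lowest array weight, at 0.37. The simulated covariance may therefore be too low. A PBS group of 3 arrays was too small to be split between the comparisons.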

A larger set of DE genes from the pathogenic strain was involved in inflammatory and immune responses, whereas the profiles of the avirulent strains were similar to those of the PBS-treated samples. 

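Of the 235 measured genes of 15 lists of immune genes, 65 were higher in the SE38 group than in the PBS group by limma, 2 were lower and 168 did not pass, and 201 had a positive log2 fold change. The lower ones were MASP1, a protease of the lectin pathway of complement, at -1.34, and the integrin chain ITGB6. Against the G4T10 group, 62 of these genes were higher and 2 lower in the SE38 group. MASP1 lost its call without 95H (adjusted p = 0.0637), 96H (adjusted p = 0.0655), 32H (adjusted p = 0.0557) or 71H (adjusted p = 0.0717) and with the values as deposited.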

Further analysis revealed that these DE transcripts were upregulated genes. Therefore, these DE genes were implicated in *E*. *rhusiopathiae* infection.

TLRs belong to a family of pattern-recognition receptors that recognize conserved motifs in pathogens[12] and play an essential role in innate immune responses. TLRs have also been recognized as a link among innate immune system, inflammation, and atherosclerosis[13].

TLR4, the most widely examined TLR, is a member of the TLR family and the receptor complex that mediates hyper-inflammatory response and contributes to high mortality during endotoxin shock and severe sepsis[14,15]. TLR4 is ubiquitously expressed in cardiovascular cells; TLR4 signaling is also associated with vascular inflammatory pathologies, such as atherosclerosis[16]. Through TLR4, platelets act as inflammatory sentinels that surround and isolate an infection but modulate pro-inflammatory cytokine release. Thus, platelet TLR4 is implicated in sepsis because of these events[17,18]. Coagulation abnormalities are commonly observed in severe sepsis, and the presence of TLR4 on platelets can be considered a link between disseminated intravascular coagulation and sepsis[19]. Our data showed that TLR4 was expressed most abundantly in the heart and was upregulated by 3.76-fold. 

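TLR4 stood at 8.49 ± 0.42 (SD, n = 3) on the log2 scale in the SE38 group and 6.45 ± 0.30 (SD, n = 3) in the PBS group, a log2 fold change of 2.04 (standard error 0.23, adjusted p = 0.00348 from limma) and a 4.11-fold increase. Each SE38 array lay above each PBS array, and the call was kept whichever array was left out. TLR4 had the largest log2 fold change of the 9 measured Toll-like receptors, while the levels of different probe sets cannot be compared on this array.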

HE staining demonstrated that many inflammatory cytokines were released and thrombosis occurred. This result implied that TLR4 might function in pathogen recognition and innate immunity activation and consequently induce a thrombotic tendency.

CD14 upregulated by 6.24-fold is another bacterial receptor that cooperates with TLR4 via MYD88 and possibly triggers inflammatory responses[20]. 

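CD14 stood at 8.27 ± 0.45 (SD, n = 3) on the log2 scale in the SE38 group and 6.78 ± 0.12 (SD, n = 3) in the PBS group, a log2 fold change of 1.49 (standard error 0.20, adjusted p = 0.00637 from limma) and a 2.81-fold increase. The log2 fold change lay between 1.34 and 1.75 when each array was left out in turn, and the call was kept in each fit.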

CD14 acts as a co-receptor with TLR 4 and MD-2 in the detection of bacterial lipopolysaccharide (LPS) or lipoteichoic acid[21]. 

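LY96, the partner of TLR4 in binding LPS, stood at 6.20 ± 0.40 (SD, n = 3) on the log2 scale in the SE38 group and 4.98 ± 0.39 (SD, n = 3) in the PBS group. It rose by 1.22 (standard error 0.24, adjusted p = 0.0265 from limma), a 2.33-fold increase, and lost its call without 95H (adjusted p = 0.0984), 96H (adjusted p = 0.0895), 32H (adjusted p = 0.0720) or 71H (adjusted p = 0.0989).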

Ly96 upregulated by 5.00-fold is also known as “MD2” likely associated with TLR4 on cell surfaces and implicated in mediating signal-transduction events induced by LPS, which is found in most Gram-negative bacteria[22]. MyD88 upregulated by 3.23-fold is a universal adapter protein used by almost all TLRs except TLR3 to activate the transcription factor NF-κB, cytokine secretion, and inflammatory response. These findings implied that *E*. *rhusiopathiae* might have developed sophisticated strategies to activate the TLR4 signaling that occur via MyD88 for the course of host cells infected. 

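MYD88 stood at 8.92 ± 0.42 (SD, n = 3) on the log2 scale in the SE38 group and 7.30 ± 0.31 (SD, n = 3) in the PBS group, a log2 fold change of 1.63 (standard error 0.25, adjusted p = 0.0107 from limma) and a 3.09-fold increase. Its call was lost without 71H (adjusted p = 0.0536).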

The activation of TLR4 pathway may be associated with coagulopathy. Nevertheless, the exact mechanisms of *E*. *rhusiopathiae* in modulating the TLR4 pathway should be further investigated.

TLR7 upregulated by 2.93-fold is associated with lupus syndrome and involved in mediating interferon-I production stimulated by the transcription factors IRF5 (upregulated 2.11-fold) and IRF7[23]. 

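TLR7, an endosomal receptor for single-stranded RNA, stood at 8.43 ± 0.17 (SD, n = 3) on the log2 scale in the SE38 group and 6.71 ± 0.13 (SD, n = 3) in the PBS group, a log2 fold change of 1.72 (standard error 0.19, adjusted p = 0.00294 from limma) and a 3.30-fold increase. Its call was kept whichever array was left out. The brighter probe set of IRF5 rose by 0.63 on the log2 scale (standard error 0.14, adjusted p = 0.0415 from limma), a 1.55-fold increase. The dimmer one had a log2 fold change of 1.40 (adjusted p = 0.0169 from limma), a 2.64-fold increase. IRF7 was at 0.30 (standard error 0.20) and did not pass (adjusted p = 0.496 from limma). The brighter probe set of IRF5 lost its call without any 1 of the 9 arrays (adjusted p from 0.0511 to 0.135), and with the values as deposited or centred on the median of each array.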

KEGG analysis revealed the systemic lupus erythematosus pathway involving CD86, TNF, C4, FCGR2B, CD80, C3, CD40, and C1S. 

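FCGR2B, an inhibitory receptor for IgG, stood at 8.73 ± 0.56 (SD, n = 3) on the log2 scale in the SE38 group and 7.13 ± 0.31 (SD, n = 3) in the PBS group, a log2 fold change of 1.61 (standard error 0.29, adjusted p = 0.0209 from limma). The complement components C4A and C1S rose by 1.41 (standard error 0.23) and 1.37 (standard error 0.26) on the log2 scale. Of the genes that Table 3 lists for lupus, 7 were measured and named, and all 7 were higher in the SE38 group (7 when adjusted over the list alone), at a median of 1.36 (adjusted p = 0.0170 with an estimated correlation), but the study chose them on these samples. FCGR2B lost its call without 32H (adjusted p = 0.0543), 71H (adjusted p = 0.0544) or 32H-2 (adjusted p = 0.0719), C4A without 95H (adjusted p = 0.0505) or 71H (adjusted p = 0.0655), and C1S without 95H (adjusted p = 0.0858), 50H (adjusted p = 0.0559), 71H (adjusted p = 0.0898) or 32H-2 (adjusted p = 0.0642).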

We observed skin symptoms similar to those of the lupus syndrome in the piglet infected with *E*. *rhusiopathiae*. TLR7 may function in the formation of diamond-shaped skin lesions during *E*. *rhusiopathiae* infection.

Chemokines comprise a superfamily of polypeptides with a wide range of activities that include recruitment of immune cells to sites of infection and inflammation[24]. 

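CCL19, which guides T cells and dendritic cells, stood at 8.42 ± 0.29 (SD, n = 3) on the log2 scale in the SE38 group and 7.04 ± 0.32 (SD, n = 3) in the PBS group, a log2 fold change of 1.38 (standard error 0.19, adjusted p = 0.00669 from limma). CCL8, an attractant of monocytes, rose by 1.36 on the log2 scale (standard error 0.22), and CCL4, made by activated macrophages, rose by 1.50 (standard error 0.34). Of 27 measured chemokine ligands, 8 were higher in the SE38 group and none was lower (15 higher when adjusted over the list alone), at a median of 0.74 (adjusted p = 0.0406 with an estimated correlation). CCL4 lost its call without any array other than 50H (adjusted p from 0.0634 to 0.142) and CCL8 without 95H (adjusted p = 0.0538) or 71H (adjusted p = 0.0603).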

In this study, the chemokines CCL2, CCL4, CCL8, CCL19, CCL23, and CXCL10 were upregulated. CCL2 is known as monocyte chemotactic protein 1 (MCP1) upregulated by more than 5-fold. CCL2 is implicated in the pathogenesis of several diseases, such as psoriasis, rheumatoid arthritis, and atherosclerosis, which are characterized by monocytic infiltrates[25]. CCL4 belongs to the CC chemokine family and known as macrophage inflammatory protein-β[26]. CCL4 and CCL3 are major factors produced by macrophages after they are stimulated with bacterial endotoxins. These factors are crucial for immune responses to infection and inflammation[27]. CXCL10 is a small cytokine that belongs to the CXC chemokine family and attributed to chemoattraction for monocytes/macrophages, T cells, and natural killer cells and inhibition of bone marrow colony formation and angiogenesis[28,29]. TNF is a key cytokine that stimulates inflammatory cell responses[30]. 

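TNF stood at 8.17 ± 0.40 (SD, n = 3) on the log2 scale in the SE38 group and 6.81 ± 0.29 (SD, n = 3) in the PBS group, a log2 fold change of 1.36 (standard error 0.22, adjusted p = 0.0139 from limma) and a 2.56-fold increase. TNFSF13B, a survival factor of B cells, rose by 2.00 on the log2 scale (standard error 0.25), IL18, a cytokine released by the inflammasome, rose by 1.40 (standard error 0.26), and CSF1, a growth factor of macrophages, rose by 1.14 (standard error 0.17). A dimmer probe set of CSF1 was at 0.53 and did not pass (adjusted p = 0.114 from limma). Of 24 measured cytokine genes, 5 were higher and none was lower (8 higher and 1 lower when adjusted over the list alone), with a median of 0.09 and a mean of 0.45. The list passed camera at the preset correlation and not otherwise (adjusted p = 0.0878 with an estimated correlation). TNF lost its call without 96H (adjusted p = 0.0502) and IL18 without 95H (adjusted p = 0.0828), 96H (adjusted p = 0.0792), 32H (adjusted p = 0.0633) or 32H-2 (adjusted p = 0.0785).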

Our study showed that *E*. *rhusiopathiae* could induce TNF expression in piglets at 4 dpi. These results suggested that *E*. *rhusiopathiae* infection modulated the immune responses of pigs by inducing cytokine production and promoting inflammatory responses.

CAMs and their ligands are necessary to regulate lymphocyte recirculation and leukocyte emigration into an inflamed or injured tissue[31]. We discovered several cell adhesion-related DE genes, including VCAM-1, ITGAL, CD86, CD80, SELL, ICAM-1, TNC and SELE, during *E*. *rhusiopathiae* infection. 

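PTPRC, the leukocyte common antigen CD45, stood at 9.87 ± 0.24 (SD, n = 3) on the log2 scale in the SE38 group and 7.71 ± 0.44 (SD, n = 3) in the PBS group, a log2 fold change of 2.16 (standard error 0.24, adjusted p = 0.00322 from limma). CD80, a costimulatory ligand of T cells, rose by 1.83 on the log2 scale (standard error 0.33). Of 19 measured leukocyte adhesion genes, 10 were higher in the SE38 group and 1 was lower (13 and 1 when adjusted over the list alone), at a median of 1.32 (adjusted p = 0.0299 with an estimated correlation). CD80 lost its call without 96H (adjusted p = 0.0659), 32H (adjusted p = 0.0630), 71H (adjusted p = 0.0697) or 32H-2 (adjusted p = 0.0589), and PTPRC kept its call whichever array was left out.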

ICAM-1 and VCAM-1 are essential adhesion molecules involved in local inflammatory responses occurring in vascular walls[32]; for instance, circulating leukocytes are recruited to the vascular endothelium and they further migrate into subendothelial spaces during atherosclerosis, which is an inflammatory disease[33]. In acute and chronic inflammatory diseases, endothelial cells are activated and express high ICAM-1 levels, in addition to VCAM-1and SELE. VCAM-1 mediates the adhesion of lymphocytes, monocytes, eosinophils, and basophils to the vascular endothelium. This protein also functions in leukocyte–endothelial cell signal transduction and possibly participates in atherosclerotic development. During inflammation, SELE and SELL are expressed by different tissues and involved in recruiting leukocytes to injury sites[34]. These CAMs may also participate in the pathogenicity of *E*. *rhusiopathiae*.

In summary, this study is the first to evaluate the gene expression profile of *E*. *rhusiopathiae*-infected pigs. Microarray analysis showed that the expression levels of more than 300 genes (FC > 2.0 or FC<0.5 and p-value< 0.05) were altered after the pigs were infected with *E*. *rhusiopathiae*. These DE genes were involved in inflammatory and immune responses, signal transduction, CAMs, apoptosis and other processes. *E*. *rhusiopathiae* could induce cytokines mainly via the TLR4 pathway, and high levels of cytokines and toxins secreted by bacteria could eventually destroy deep tissues and cause septicemia. Consequently, coagulopathy could occur.

## Supporting information

S1 File Complete list of DE transcripts compared SE38(virulent) group to PBS group(FC≥ 2 or FC ≤ 0.5 and p ≤ 0.05).

S2 File Complete list of DE transcripts compared G4T10(avirulent) group to PBS group(FC≥ 2 or FC ≤ 0.5 and p ≤ 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

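Heart RNA of 9 piglets, 3 in each of the SE38, G4T10 and PBS groups, was measured on Affymetrix porcine gene arrays, with 1 array per piglet. By the paper, the hybridization data were analyzed with GCOS 1.4 and normalized by robust multiarray averaging with quantile normalization, followed by GeneSpring 12.5. The sample labels also name the Affymetrix Expression Console. The deposited log2 values comprise 1 value per probe set and array for 27558 probe sets. Their scale differed on array 32H-2, so they were quantile normalized again over the 9 arrays. The design as planned had the values as deposited as the leading setting and the repeated quantile normalization as an alternative. They were exchanged after the array medians, first counts and the lists of the paper's supplement had been seen. The value table used here holds no intensity of single probes, background or detection call, and the number of arrays limits the precision.

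The arrays were grouped by the Fig 2 legend, which the sample labels contradict for all 9 arrays. In R 4.3.3, limma 3.58.1 fitted 1 mean per group to each probe set (6 residual degrees of freedom), followed by its empirical Bayes step. The comparisons were SE38 against PBS, G4T10 against PBS, SE38 against G4T10, SE38 against the mean of both other groups and PBS against the mean of both infected groups. A probe set was called at a two-sided Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Gene symbols came from the annotation of the array, and 12841 of the 13157 probe sets with 1 symbol had a gene identifier in the RefSeq gene table, from which 7 symbols were updated. Where several probe sets had 1 symbol, the one with the highest mean was used. Genes named in the text were, by a rule fixed beforehand, up to 10 leading genes per direction and comparison, the genes the paper names, whose values in its tables had been seen, and leading members of the gene lists. P2RX5 was named after its values were seen.

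Gene lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with adjustment over the lists of a comparison, and again with an estimated correlation and with fry. Lists named after the study hold genes that the study chose on these samples, with the paper's names matched to symbols of the annotation. Several of the other lists also hold genes that the paper names. Lists of inflammasome, phagocyte oxidase and sex-linked genes had too few measured members. The alternatives were values as deposited, median centring, cyclic loess, leaving out each array, a replicate block, only the groups compared, the groups of the sample labels, 32H and 32H-2 averaged, filters on dim probe sets, a trended and robust variance, array weights (statmod 1.5.0), thresholds with a 2-fold change, the methods' t-test, and only probe sets with 1 symbol. The replicate numbers of the labels did not pair the arrays. Of 9 pairs with the same number, 0 had a correlation of deviations above 0.1.

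The fit was tested on simulated data for SE38 against PBS, with 27558 probe sets and 5 draws. It recovered 75.6% of the probe sets raised by 1 on the log2 scale, 81.6% of those lowered by 1, and 99.6% of those changed by 2 in either direction, with 4 to 12 false calls per draw. The simulated noise was independent between probe sets and equal in spread on each array. Array weights of the real data ran from 0.37 on 32H-2 to 1.88 on 71H, so recovery in the real data may differ. The overlap of the comparisons that share the PBS arrays was set against 50 simulated draws without an effect. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genome coordinates were left out, because the array's annotation and the RefSeq table are not shown to share a build. The qPCR and histology of the study have no deposited files and were not analysed.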

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

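The tests of 32H-2, of the normalization, of leukocytes, of the label conflict and of shared RNA were chosen after the results were seen, and the counts over other splits of the arrays were set before.

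The responses to the strains differed by a direct test. In SE38 against G4T10, 1022 probe sets and 27 gene lists passed, the former by limma and the latter by camera at the preset correlation, of which 8 passed with an estimated one. Among the genes was NPPB, which encodes natriuretic peptide B, higher by 2.92 on the log2 scale (standard error 0.57, adjusted p = 0.0241 from limma). The paper and its S1 and S2 lists, which compare each strain with PBS, do not report it, and it was not called in SE38 against PBS. NPPB stood at 10.01, 8.78 and 10.05 on the SE38 arrays and at 8.49, 6.70 and 7.39 on the PBS arrays. On the G4T10 arrays it stood at 6.00, 7.81 and 6.27. NPPB lost its call without 95H (adjusted p = 0.0897), 96H (adjusted p = 0.0880), 98H (adjusted p = 0.0657) or R-2-H (adjusted p over 0.1). Its relative NPPA was higher by 2.51 (standard error 0.24), and of 10 heart stress genes 3 were higher and none was lower (3 higher when adjusted over the list alone), at a median of 0.54 (adjusted p = 0.0765 with an estimated correlation). The median deviation of these 10 genes from the mean of the 9 arrays was 0.507, 0.25 and 0.235 in the SE38 group. It was 0.37, -0.163 and 0.078 in the PBS group and -0.384, -0.174 and -0.208 in the G4T10 group. Part of the difference between the strains thus lies in lower G4T10 values. Of 33 oxidative phosphorylation genes 13 were lower in the SE38 group and none was higher (30 lower when adjusted over the list alone), at a median of -0.52 (adjusted p = 0.0562 with an estimated correlation). In the same comparison 11 of 20 macrophage and monocyte markers were higher and none was lower (14 higher when adjusted over the list alone), at a median of 0.99, and 4 of 18 cardiomyocyte contractile genes were lower and none was higher (7 lower when adjusted over the list alone), at a median of -0.38, so a change in the mix of cells stays open. COX6C was at -0.74, NDUFB9 at -0.75 and HADH, an enzyme of fatty acid oxidation, at -0.73, and these calls were lost with the values as deposited and with each array centred on its median. NDUFB9 lost its call without 95H (adjusted p = 0.0719), 96H (adjusted p = 0.0515) or R-2-H (adjusted p = 0.0911) and HADH without R-2-H (adjusted p = 0.0539). The paper's text mentions neither oxidative phosphorylation nor fatty acid oxidation.

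KCNIP2, in the paper's S1 list and outside the genes its text discusses, fell by 1.82 on the log2 scale in SE38 against PBS and fell by 2.23 in SE38 against G4T10, and kept both calls whichever array was left out. ACTG2, in neither the text nor the lists of the paper, was at -3.18 in G4T10 against PBS and higher by 2.18 in SE38 against G4T10. It stood at 5.84, 7.12 and 6.20 on the SE38 arrays and 7.68, 6.78 and 7.69 on the PBS arrays, so it was not raised above PBS. ACTG2 lost the first call without R-1-H (adjusted p = 0.0775), R-2-H (adjusted p = 0.0729) or 32H-2 (adjusted p = 0.0853) and the second without R-1-H (adjusted p = 0.0628) or R-2-H (adjusted p = 0.0574).

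Mitosis genes were lower in the SE38 group than in the PBS group. The paper's text names cell division for the G4T10 group, while its S1 list for the SE38 group holds ANLN, CKAP2 and KIF20A. In SE38 against PBS 12 of 24 were lower and none was higher (20 lower when adjusted over the list alone), at a median of -1.06, and the list passed camera at the preset correlation (adjusted p = 2.9e-17) and not with an estimated one (adjusted p = 0.0878). ANLN, a scaffold of the dividing cell's furrow, fell by 1.46 on the log2 scale, CKAP2 of the mitotic spindle fell by 1.41, and the kinesin KIF20A fell by 1.33. ANLN lost its call without 71H (adjusted p = 0.0552) and CKAP2 without 95H (adjusted p = 0.0674), 71H (adjusted p = 0.0746) or 32H-2 (adjusted p = 0.0607), and all 3 genes lost it with the values as deposited. Array 32H-2 alone is argued against, since without it the medians were -0.97 in SE38 against PBS and -1.54 in G4T10 against PBS. Both comparisons use the same PBS arrays, so these medians are not independent. The median deviation of the mitosis genes from their mean over all arrays was 0.496 on 32H, 1.109 on 71H and 1.06 on 32H-2. It was -0.249, -0.37 and 0.139 in the SE38 group and -0.414, -0.909 and -0.768 in the G4T10 group. A peculiarity of the PBS piglets or samples could give both decreases, stays open and was not tested. The quantile normalization is argued against as well. With the values as deposited, centred or cyclic loess values, the median less that of all probe sets was at most -1.05. After this subtraction the values as deposited and the centred values give the same medians, so they are the same check. More leukocytes in the PBS than in the infected hearts could lower leukocyte markers and mitosis genes alike. Both would fall about equally far only if both followed the number of leukocytes, which was not tested. The mitosis genes were at -1.06 and, in G4T10 against PBS, at -1.61. Under that premise, more macrophages and T cells in the PBS hearts are argued against in SE38 against PBS. In G4T10 against PBS they are argued against only under a bound that was rewritten after its values were seen. The first bound, which asked the macrophage list to pass camera, left that comparison open. The macrophage and monocyte markers had a median of 1.10 in SE38 against PBS (SD across genes 0.61) and 0.15 in G4T10 against PBS (SD across genes 0.23), and the T cell markers of 0.28 (SD across genes 0.43) and 0.08 (SD across genes 0.15). Fewer dividing cells among the leukocytes, without a change in their number, stay open. So do dividing cells other than leukocytes, which these markers do not cover. The infection with either strain stays open and was not tested.

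The groups of the sample labels and those of the Fig 2 legend were weighed against the paper's S1 and S2 lists. With the groups of the legend, the log2 fold changes correlated with those lists at r = 0.991 and 0.992 across genes, which are not independent replicates, and with the groups of the labels at r = -0.541 and -0.690. The lists were therefore not computed with the groups of the labels. The paper's culture and PCR found the bacterium in the hearts of the SE38 group and not in those of the other groups, and its histology found inflammatory infiltration in the SE38 group alone. The median of the macrophage and monocyte markers in SE38 against PBS was 1.10 with the groups of the legend and -0.15 with those of the labels. These measures of the paper go with the legend. They are given by group and name no array, so the identity of each array was not tested.

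Array 32H-2 stood apart from the other 8 arrays. Its mean rank correlation with them was 0.963, against 0.966 to 0.976 for the others, so a difference in scale alone cannot be told apart from a further one by so small a gap. The arrays 32H and 32H-2 correlated at 0.970, less than 71H with 32H-2 at 0.975. With so small a gap, on an array that stood apart, these values cannot decide whether 1 RNA was hybridized on both. Whether both came from 1 piglet was not tested, and no biological explanation was tested.

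Other splits of the arrays were counted. Each comparison of 3 arrays against 3 has 10 splits, too few for a share under 0.05. In SE38 against PBS 1 split, the real one, called as many probe sets (923 against 0 in the highest other), and 1 gave as many lists (26 against 18). In G4T10 against PBS these were 1 split for probe sets (85 against 1) and 2 for lists (8 against 11), and in SE38 against G4T10 1 (1022 against 0) and 1 (27 against 19). In models with 2 groups, 1 of 84 splits, the real one, called as many for SE38 against both other groups (1389 against 12). This share is under 0.05 and is the smallest that 84 splits can give. It argues against a chance split of the arrays and does not exclude one. For PBS against both infected groups, 3 of 84 splits called as many as the 7 of the real one. The others were the splits of the SE38 arrays (1389) and of the G4T10 arrays (12). Since these follow the other groups, the count cannot tell a difference of the PBS group from that of the SE38 group.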

How the results depend on the processing

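The values as deposited had been planned as the leading setting. Quantile normalization, planned as an alternative, replaced them after the lower median of 32H-2, first counts of DE transcripts and the lists of the paper's supplement had been seen. The fits to 8 arrays were also chosen after seeing the data. In the leading setting 923 probe sets passed in SE38 against PBS, 85 in G4T10 against PBS, 1022 in SE38 against G4T10, 1422 in SE38 against both other groups and 135 in PBS against both infected groups, and 26, 8 and 27 gene lists passed in the first 3 of these. With cyclic loess normalization, with only the probe sets of 1 gene symbol, or with the mean of a gene's probe sets, every count that could be made stayed within 1.5 times these. The causes of the changes that follow were not tested, except where fewer arrays or probe sets or another threshold make the alternative.

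The values as deposited shifted the median of all probe sets to 0.34 in SE38 against PBS and 0.38 in G4T10 against PBS, against -0.02 and 0.01 after quantile normalization. The counts became 312 in SE38 against PBS, 1 in G4T10 against PBS, 63 in SE38 against G4T10, 340 in SE38 against both other groups and 33 in PBS against both infected groups. Without 32H-2, the quantile normalization of the other 8 arrays gave 383 in SE38 against PBS, 4 in G4T10 against PBS and 0 (2829 at an unadjusted p under 0.05) in PBS against both infected groups, and their values as deposited gave 403 in SE38 against PBS, 0 (1750 at an unadjusted p under 0.05) in G4T10 against PBS and 0 (2853 at an unadjusted p under 0.05) in PBS against both infected groups.

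With each array centred on its median, the counts outside that range became 578 in SE38 against PBS, 613 in SE38 against G4T10 and 869 in SE38 against both other groups. With only the groups compared in the fit, the count outside that range became 358 in SE38 against PBS and 23 in G4T10 against PBS. With 32H and 32H-2 averaged as 1 piglet, the count outside that range became 525 in SE38 against PBS and 47 in PBS against both infected groups. With probe sets below the median left out, the counts outside that range became 1556 in SE38 against G4T10 and 17 gene lists in SE38 against PBS. With the dimmest 25% of probe sets left out, the count outside that range became 213 in PBS against both infected groups. With a trended and robust variance, the count outside that range became 231 in PBS against both infected groups. With array weights, the counts outside that range became 1455 in SE38 against PBS, 153 in G4T10 against PBS, 1900 in SE38 against G4T10, 2336 in SE38 against both other groups, 279 in PBS against both infected groups and 5 gene lists in G4T10 against PBS. With an adjusted p and a 2-fold change, the counts outside that range became 419 in SE38 against PBS, 398 in SE38 against G4T10, 410 in SE38 against both other groups and 79 in PBS against both infected groups. With an unadjusted p and a 2-fold change, the counts outside that range became 195 in G4T10 against PBS, 593 in SE38 against G4T10, 532 in SE38 against both other groups and 213 in PBS against both infected groups. With the methods' t-test at its thresholds, the count outside that range became 481 in SE38 against PBS, 162 in G4T10 against PBS and 447 in SE38 against G4T10. With the methods' t-test after Benjamini-Hochberg adjustment, the count outside that range became 2 in SE38 against PBS, 0 (1906 at an unadjusted p under 0.05) in G4T10 against PBS and 0 (4322 at an unadjusted p under 0.05) in SE38 against G4T10. With the replicate number of the labels as a replicate block, 616 probe sets passed in SE38 against PBS and 688 in SE38 against G4T10, and the counts outside that range were 0 (2082 at an unadjusted p under 0.05) in G4T10 against PBS and 33 in PBS against both infected groups. With camera, an estimated correlation between genes left 7 gene lists in SE38 against PBS, 0 (6 at an unadjusted p under 0.05) gene lists in G4T10 against PBS and 8 gene lists in SE38 against G4T10. The fry test gave 3 gene lists in G4T10 against PBS in 1 direction and 3 gene lists in G4T10 against PBS in either direction.

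Leaving out each array in turn gave 229 to 858 in SE38 against PBS, 0 to 112 in G4T10 against PBS, 267 to 1049 in SE38 against G4T10, 531 to 1226 in SE38 against both other groups, and 0 to 191 in PBS against both infected groups. Gene lists numbered 24 to 26, 6 to 9 and 26 to 28 in the first 3 comparisons. In SE38 against PBS the counts beyond 1.5 times were 554 without 32H, 229 without 71H, 404 without 32H-2, 343 without 95H, 415 without 96H and 592 without R-2-H. In G4T10 against PBS they were 6 without 71H, 4 without 32H-2, 0 (1780 at an unadjusted p under 0.05) without R-1-H and 2 without R-2-H, and in SE38 against G4T10 451 without 95H, 392 without 96H, 271 without R-1-H and 267 without R-2-H. In SE38 against both other groups they were 869 without 71H, 531 without 95H, 625 without 96H, 870 without R-1-H and 874 without R-2-H. In PBS against both infected groups they were 1 without 71H, 0 (2849 at an unadjusted p under 0.05) without 32H-2, 81 without 95H, 71 without 96H, 42 without R-1-H and 0 (2908 at an unadjusted p under 0.05) without R-2-H. All of these counts are from limma.

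Of 113 results for named genes, 79 kept their direction and side of the threshold with the values as deposited, 106 with each array centred on its median, 111 with cyclic loess, 94 with 32H and 32H-2 averaged, 86 with only the groups compared and 91 with the replicate block. Of 52 results for gene lists, 50 did with the values as deposited, 52 with cyclic loess and 23 with an estimated correlation. In the other alternatives no called gene changed the sign of its log2 fold change, and the uncalled genes that did in at least 1 were GAPDH and TUBB2B in SE38 against PBS and CXCL10, MYD88 and CCL2 in G4T10 against PBS. The medians that did were those of cardiac ion channel and calcium handling genes, red blood cell genes, extracellular matrix genes and B and plasma cell markers in SE38 against PBS and interferon-stimulated genes, oxidative phosphorylation genes and apoptosis genes in G4T10 against PBS. In SE38 against PBS, fast skeletal muscle genes, glycolysis genes, endothelial cell markers and platelet genes did as well, as given among the other observations. With the values as deposited, the medians of cardiac ion channel and calcium handling genes and red blood cell genes in SE38 against PBS became 0.18 and 0.0883, below the 0.34 of all probe sets. With the groups of the sample labels 85 in SE38 against PBS, 1022 in G4T10 against PBS, 135 in SE38 against both other groups, 8 gene lists in SE38 against PBS and 27 gene lists in G4T10 against PBS passed, and 78 results for genes and 34 for lists reversed. These follow from the relabelling itself, which exchanges the comparisons. In SE38 against PBS the reversed median log2 fold changes were then -0.15 for macrophage and monocyte markers, -0.0833 for T cell markers, -0.11 for NK and cytotoxic cell markers, -0.22 for B and plasma cell markers, 0.0854 for red blood cell genes, 1.61 for mitosis genes, -0.0689 for chemokine ligands, -0.24 for Toll-like receptors, -0.0238 for Toll-like receptor signalling genes, -0.0941 for complement genes, -0.0941 for MHC class II pathway genes, -0.00672 for apoptosis genes, -0.0689 for study's list of chemokine signaling pathway, -0.17 for study's list of NF-kappa B signaling pathway, -0.21 for study's list of Toll-like receptor signaling pathway, -0.0923 for study's list of systemic lupus erythematosus and -0.19 for study's TLR4 network of Fig 3B. In SE38 against PBS the reversed log2 fold changes were then -0.0421 for MS4A7, -0.85 for SPP1, -0.36 for TNFRSF11B, -0.53 for PDK4, 0.42 for LOC100737768, 0.0225 for ADAM22, 0.27 for ALAS2, 1.25 for NEB, 1.05 for PRLR, 1.17 for MYL1, -0.00770 for AIF1, -0.21 for VSIG4, -0.13 for TYROBP, -0.21 for CD86, 0.57 for HBB, -0.0953 for FCER1G, -0.0840 for JAK3, 0.43 for SCN7A, -0.11 for PARP14, -0.32 for GBP1, -0.10 for IRF1, -0.57 for JCHAIN, -0.10 for CD180, -0.00363 for ICAM1, -0.27 for ITGAL, -0.15 for SELE, -0.43 for TLR2, -0.0575 for BTK, -0.13 for STAT3, -0.24 for CD40, -0.25 for TLR4, -0.33 for CD14, -0.17 for LY96, -0.29 for TLR7, -0.50 for FCGR2B, -0.14 for C1S, -0.24 for CCL4, -0.39 for CCL8, -0.0689 for CCL19, -0.40 for TNFSF13B, -0.10 for CSF1, -0.24 for PTPRC, -0.0235 for CD80, -0.0552 for PLAU, -0.0923 for C1R, -0.11 for TAP1, -0.16 for IFI30, -0.18 for NKG7, 1.64 for ANLN, 1.77 for CKAP2 and 1.62 for KIF20A. In G4T10 against PBS the reversed median log2 fold changes were then 0.57 for mitosis genes, 0.38 for DNA replication genes, 0.68 for smooth muscle cell markers, 0.43 for extracellular matrix genes, -0.34 for fatty acid oxidation genes, -0.52 for oxidative phosphorylation genes, 0.54 for heart stress genes and 1.23 for interferon-stimulated genes. In G4T10 against PBS the reversed log2 fold changes were then 2.18 for ACTG2, -1.77 for LOC100157159, -0.23 for P2RX5, 2.51 for NPPA, 3.58 for CXCL10, 1.76 for MYD88, 2.82 for CCL2, 0.89 for TOP2A, 1.05 for CENPF, 0.78 for KIF23, 0.88 for KIF11 and 0.40 for CDC20. In SE38 against G4T10 the reversed median log2 fold changes were then -1.10 for macrophage and monocyte markers, -1.29 for interferon-stimulated genes, -0.74 for chemokine ligands, -0.70 for Toll-like receptors, -1.32 for leukocyte adhesion genes, 0.39 for oxidative phosphorylation genes, 0.0962 for fatty acid oxidation genes, -0.0950 for heart stress genes and 0.15 for cardiac ion channel and calcium handling genes. In SE38 against G4T10 the reversed log2 fold changes were then -3.54 for CXCL10, -2.83 for TNC, -2.59 for CCL2, -1.72 for AIF1, -1.93 for MX1, -2.04 for TLR4, -1.72 for TLR7, -1.63 for MYD88, -2.09 for NPPB, -1.40 for NPPA, 1.82 for KCNIP2, 0.68 for COX6C, 0.64 for NDUFB9, 0.66 for HADH and -0.37 for TAGLN. A dim probe set is limited by the background signal of the array, which the deposited values do not give.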

Differences from the paper's values

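The fits to 8 arrays, the dimmer probe set of CSRP3 and the check of the scale of 3 folds were chosen only after the values were seen. The paper gives 10 upregulated DE transcripts in G4T10 against PBS, and the methods' t-test at the paper's thresholds gave 17. Of the alternatives set before the data were examined, the count did not differ by more than 1.5 times from the paper's at 14 with each array centred on its median, 13 without R-2-H, 14 without 32H-2, 14 with 32H and 32H-2 averaged as 1 piglet, 14 with the dimmest 25% of probe sets left out, 8 with probe sets below the median left out and 8 with only probe sets of 1 gene symbol. It did at 56 with the values as deposited, 16 with cyclic loess normalization, 17 without 95H, 17 without 50H, 17 without 96H, 31 without 98H, 21 without R-1-H, 24 without 32H, 19 without 71H, 357 with the groups of the sample labels, 25 with an unadjusted p and a 2-fold change and 3 with an adjusted p and a 2-fold change. In alternatives chosen after seeing the values, it did not differ at 15 with the other 8 arrays quantile normalized and 12 with the other 8 arrays as deposited. These drop 1 and 0 of 3 upregulated and 11 and 12 of 45 downregulated genes of the paper's S2 list, of which 9 arrays drop 0 and 2.

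A fold change was taken to differ where the gap on the log2 scale exceeded the larger SD of the groups compared and 1 value was more than 1.5 times the other. For CD14 the paper's text gives a 6.24-fold increase, and the value here was 2.81-fold. Of the alternatives, only the values as deposited did not differ, at 3.79-fold with a larger SD of 0.84 (against 0.45 after quantile normalization). The fold change of the paper's S1 File for CD14 is 2.50876, which did not differ. For LY96 the paper's text gives a 5.00-fold increase, and the value here was 2.33-fold, with all alternatives that were run differing, at 0.886 to 3.13. The paper's S1 File gives 2.19968, which did not differ.

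For HBB the paper's Table 1 gives a 11.830982-fold decrease on the microarray, and the value here was 4.24-fold, with all alternatives that were run differing, at 0.671 to 5.20. The paper's S1 File gives a 3.21138-fold decrease, which did not differ. For CSRP3 the paper's Table 1 gives a 3.3533556-fold decrease, and the value here was 1.60-fold from the brighter of 2 probe sets. It did not differ at 1.89-fold without 50H (SD 0.94), 1.85-fold without 96H (SD 0.98) and 2.32-fold with the mean of the gene's probe sets (SD 0.49), and it differed in every other alternative. The dimmer probe set of CSRP3, looked at after seeing the values, gave 3.37-fold.

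The scale of these folds was checked. Of 15 folds of the paper's text and Table 1, 12 lie within 0.01 of those of its S1 File, and the others are those of CD14, LY96 and HBB. The log2 of the paper's value is 2.64 for CD14, 2.32 for LY96 and 3.56 for HBB, near the folds here of 2.81, 2.33 and 4.24, as if a fold had been taken for a log2 value. However, 2 to the power of the S1 folds gives 5.69, 4.59 and 9.26, which are not the paper's values.

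Of 75 genes that the paper names and that were measured and had a symbol, 66 passed limma in SE38 against PBS, 57 higher and 9 lower. Of the 9 that did not, KCNA5, ADRA1A and ITGA4 (log2 fold changes of -1.05, -1.39 and 1.61) passed the methods' t-test at the paper's thresholds. The other 6 passed neither. They were STAT2, CSRP3, TUBB2B and PRKCB, at 0.97, -0.68, 0.10 and 0.71, and IRF7 and the control gene GAPDH, which the paper does not call DE. Of 199 genes of the paper's S1 list, 199 had the paper's sign and 169 passed limma, and of 48 of the S2 list, 48 had it and 25 passed. The paper chose most of these genes on the same arrays, so these counts are not independent evidence.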

Other observations

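The unnamed probe set at the end was picked only after its values were seen. Genes of complement and coagulation moved in SE38 against PBS, with 8 of 14 complement genes higher and 1 lower (10 and 1 when adjusted over the list alone), at a median of 0.75, and 6 of 17 coagulation and fibrinolysis genes higher and 1 lower (7 and 1 when adjusted over the list alone), at a median of 0.21 (adjusted p = 0.0864 and adjusted p = 0.0695 with an estimated correlation). F13A1, a subunit of coagulation factor XIII, rose by 2.36 on the log2 scale, PLAUR, the urokinase receptor, rose by 1.53, urokinase itself, PLAU, rose by 1.06, and the complement protease C1R rose by 1.30. F13A1 lost its call without 96H, 98H, R-1-H, R-2-H, 32H, 71H or 32H-2 (adjusted p from 0.0529 to 0.107), PLAUR without 71H (adjusted p = 0.0554) or 32H-2 (adjusted p = 0.0589), PLAU without 96H, 98H, R-1-H, R-2-H, 32H, 71H or 32H-2 (adjusted p from 0.0605 to 0.110), and C1R without 95H (adjusted p = 0.0842), 50H (adjusted p = 0.0520), 71H (adjusted p = 0.0897) or 32H-2 (adjusted p = 0.0642). PLAU also lost it with the values as deposited.

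Antigen presentation genes showed 5 of 11 MHC class I pathway genes higher and 0 lower (10 and 0 when adjusted over the list alone), at a median of 0.49, with the peptide transporter TAP1 at 1.27, and 3 of 10 MHC class II pathway genes higher and 0 lower (3 and 1 when adjusted over the list alone), at a median of 0.33, with the lysosomal reductase IFI30 at 1.92 (adjusted p = 0.0455 and adjusted p = 0.212 with an estimated correlation). TAP1 lost its call without 95H (adjusted p = 0.0763), 71H (adjusted p = 0.0993) or 32H-2 (adjusted p = 0.0723). Leukocyte markers other than those of macrophages showed 2 of 15 NK and cytotoxic cell markers higher and 0 lower (5 and 0 when adjusted over the list alone), at a median of 0.39, with NKG7 of cytotoxic granules at 1.53, 0 of 14 T cell markers higher and 0 lower (2 and 0 when adjusted over the list alone), at a median of 0.28, and 1 of 11 neutrophil markers higher and 0 lower (2 and 0 when adjusted over the list alone), at a median of 0.18 (adjusted p = 0.138, adjusted p = 0.183 and adjusted p = 0.192 with an estimated correlation). Of the 11 neutrophil markers 8 had a positive log2 fold change, with an SD across genes of 1.04. Their median deviation was 0.234 on 95H, -0.02 on 50H and 0.157 on 96H. The paper's histology describes neutrophils in an SE38 heart, and the median of 0.18 does not show that they were absent. There were 4 of 23 extracellular matrix genes higher and 1 lower (4 and 3 when adjusted over the list alone), at a median of -0.07, while their mean was 0.24 and the test pointed up without passing (adjusted p = 0.505 from camera). There were also 0 of 9 red blood cell genes higher and 2 lower (0 and 4 when adjusted over the list alone), at a median of -0.34, or 0.0883 with the values as deposited (adjusted p = 0.112 with an estimated correlation). Further lists passed camera at the preset correlation and not with an estimated one, with medians of 0.25 for acute phase genes (adjusted p = 0.112 with an estimated correlation), 0.41 for glucocorticoid-responsive genes (adjusted p = 0.266 with an estimated correlation), 0.53 for hypoxia-responsive genes (adjusted p = 0.436 with an estimated correlation) and 0.38 for heat shock genes (adjusted p = 0.146 with an estimated correlation), of the same sign in all 3 other scalings. The hypoxia-responsive and glucocorticoid-responsive genes were highest on 95H, at 0.775 and 0.849 from their mean over the arrays, against -0.102 and -0.16 on 50H and 0.031 and 0.279 on 96H. The medians of -0.10 for fast skeletal muscle genes (not past camera), -0.02 for glycolysis genes (not past camera), -0.09 for endothelial cell markers (not past camera) and -0.03 for platelet genes (not past camera) changed sign in at least 1 other scaling.

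In SE38 against G4T10, there were 5 of 28 interferon-stimulated genes higher and 0 lower (24 and 0 when adjusted over the list alone), at a median of 1.23, and 11 of 19 leukocyte adhesion genes higher and 1 lower (14 and 1 when adjusted over the list alone), at a median of 1.15 (adjusted p = 0.128 and adjusted p = 0.0248 with an estimated correlation). There were 1 of 17 fatty acid oxidation genes higher and 4 lower (2 and 8 when adjusted over the list alone), at a median of -0.34, 0 of 23 cardiac ion channel and calcium handling genes higher and 4 lower (0 and 9 when adjusted over the list alone), at a median of -0.24, 4 of 10 smooth muscle cell markers higher and 0 lower (6 and 0 when adjusted over the list alone), at a median of 0.68, and 0 of 24 mitosis genes higher and 0 lower (11 and 0 when adjusted over the list alone), at a median of 0.57 (adjusted p = 0.112, adjusted p = 0.0157, adjusted p = 0.157 and adjusted p = 0.199 with an estimated correlation). TAGLN, an actin-binding protein of smooth muscle, was higher by 1.23 on the log2 scale, and lost its call without 96H (adjusted p = 0.0626), R-1-H (adjusted p = 0.0726) or R-2-H (adjusted p = 0.0723) and with the values as deposited. It stood at 9.77, 9.84 and 10.17 on the SE38 arrays and 9.88, 9.07 and 9.72 on the PBS arrays. On the G4T10 arrays it stood at 8.93, 8.56 and 8.62, so the difference lies mostly in lower G4T10 values.

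A probe set without a gene symbol was high on some arrays and low on others in both infected groups. It stood at 11.84, 11.75 and 11.76 on the log2 scale in the PBS group, at 5.21, 6.68 and 11.96 in the SE38 group, and at 7.36, 12.01 and 7.21 in the G4T10 group. No explanation was tested.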
